# Mouse vascularized adipose spheroids: an organotypic model for thermogenic adipocytes

**DOI:** 10.3389/fendo.2024.1396965

**Published:** 2024-06-25

**Authors:** Laura Ingeborg Davidsen, Carolina E. Hagberg, Victor Goitea, Stine Meinild Lundby, Steen Larsen, Morten Frendø Ebbesen, Natasha Stanic, Hande Topel, Jan-Wilhelm Kornfeld

**Keywords:** adipose tissue microenvironment, 3D spheroids, vascularization, metabolism, crosstalk, oxygraph, browning, thermogenesis

## Abstract

Adipose tissues, particularly beige and brown adipose tissue, play crucial roles in energy metabolism. Brown adipose tissues’ thermogenic capacity and the appearance of beige cells within white adipose tissue have spurred interest in their metabolic impact and therapeutic potential. Brown and beige fat cells, activated by environmental factors like cold exposure or by pharmacology, share metabolic mechanisms that drive non-shivering thermogenesis. Understanding these two cell types requires advanced, yet broadly applicable *in vitro* models that reflect the complex microenvironment and vasculature of adipose tissues. Here we present mouse vascularized adipose spheroids of the stromal vascular microenvironment from inguinal white adipose tissue, a tissue with ‘beiging’ capacity in mice and humans. We show that adding a scaffold improves vascular sprouting, enhances spheroid growth, and upregulates adipogenic markers, thus reflecting increased adipocyte maturity. Transcriptional profiling via RNA sequencing revealed distinct metabolic pathways upregulated in our vascularized adipose spheroids, with increased expression of genes involved in glucose metabolism, lipid metabolism, and thermogenesis. Functional assessment demonstrated increased oxygen consumption in vascularized adipose spheroids compared to classical 2D cultures, which was enhanced by β-adrenergic receptor stimulation correlating with elevated β-adrenergic receptor expression. Moreover, stimulation with the naturally occurring adipokine, FGF21, induced *Ucp1* mRNA expression in the vascularized adipose spheroids. In conclusion, vascularized inguinal white adipose tissue spheroids provide a physiologically relevant platform to study how the stromal vascular microenvironment shapes adipocyte responses and influence activated thermogenesis in beige adipocytes.

## 1 Introduction

Adipose tissue (AT) is amongst the most dynamic organs, constantly expanding or shrinking based on metabolic status. Excessive amounts of white AT (WAT) is associated with obesity-related morbidities, while brown AT (BAT) acts as a thermogenic organ that may counteract the obese phenotype by acting as ‘nutrient sink’ upon cold exposure or pharmacological activation (1). Since confirming the presence of active BAT in adult humans, interest has surged in understanding the metabolic impact and therapeutic potential of thermogenic processes in BAT (2–5). Further, the inducible presence of beige or brite (brown in white) adipocytes within WAT depots, especially in the inguinal WAT (iWAT) region of rodents, alongside classical brown adipocytes in dedicated BAT depots like the interscapular region in both rodents and infants, has increased this interest (6, 7).

In mammals, both brown and beige thermogenic fat cells regulate systemic energy homeostasis, sharing similar thermogenic, morphological and biochemical characteristics (7–9). The ‘browning’ of white fat is induced by cold exposure, exercise, and treatment with peroxisome proliferator-activated receptor (PPAR)-γ- or β3-adrenergic receptor agonists (10–12). These activators induce traditional non-shivering thermogenesis, primarily via sympathetic nervous system (SNS) signaling, and discharge of catecholamine at nerve termini which ultimately bind and activate β3-adrenergic receptors. This results in transcriptional activation of the uncoupling protein 1 (*Ucp1*) gene, and translocation of UCP1 proteins into the inner mitochondrial membrane causes dissipation of the mitochondrial proton gradient, ultimately converting the energy from NADH/FADH_2_ oxidation into heat instead of ATP (1, 13).

Mature, lipid-laden adipocytes can be difficult to study *in vitro* due to their buoyancy, which makes their attachment to 2D cell culture plates challenging (14). In addition, to effectively study beige and brown adipocyte biology and their clinical implications requires tissue-engineered *in vitro* models that recapitulate the *in vivo* microenvironment or the so-called ‘adipose tissue niche’ (14, 15).

Mature adipocytes reside within a stromal vascular (SV) microenvironment comprising adipose mesenchymal stem cells and progenitors, neuronal cells, fibroblasts, immune cells and endothelial cells (16, 17). Furthermore, the extracellular matrix (ECM) provides a structural scaffold to facilitate adipocyte differentiation and growth signaling (14). Adipogenesis and angiogenesis are closely intertwined processes in spatial and temporal terms (18–20). Proximity of adipocytes to vasculature and neurite projections influences adipocyte maturation (16). WAT, and particularly BAT, are highly innervated by the SNS, triggering lipolysis and thermogenesis through norepinephrine release (21). Angiogenesis plays a pivotal role in modulating AT mass and metabolism (22). Optimal thermogenic function and enhanced ‘browning’ rely on proangiogenic factors like vascular endothelial growth factor (VEGF)-A. For example, ectopically overexpressing VEGF-A enhances vascularization, induces ‘browning’ of WAT, and protects against diet-induced obesity and metabolic dysfunction (23). Similarly, in BAT, VEGF-A overexpression increases vascularization and thermogenesis during chronic cold exposure, and protects against metabolic dysfunction induced by high-fat diet (24). On the other hand, macrophages are part of the hematopoietic niche of the SV fraction (SVF) in the AT (16). Initially, it was postulated that alternatively activated AT macrophages constitute a source of catecholamines, thereby directly activating beige thermogenesis (25). However, contradictory reports indicated that AT macrophages play a role in the bioavailability rather than representing a biologically meaningful source of norepinephrine (26–28). Further, thermogenically activated BAT secretes C-X-C motif chemokine ligand-14 (CXCL14), a newly reported regulatory chemokine that recruits alternative activated AT macrophages, promoting the browning of WAT (29). Overall, the microenvironment significantly influences the maturation of brown and beige adipocytes. Intricate crosstalk among cells in the adipose niche is crucial for regulating thermogenic fat activation. The heterogeneity of the SVF allows for the possibility of incorporating different cell types in an adipose model thus more closely reflecting the SV microenvironment of the tissue *in vivo* (30).

Unlocking the therapeutic potential of brown and beige AT requires technological advancements that account for the great variety of hormonal and cellular factors influencing the cellular composition and vascularization of the AT niche (31). The vasculature of BAT is pivotal in non-shivering thermogenesis, making BAT one of the most highly vascularized tissues, with an extensive network of microvessels (19, 32). Recent developments in bioengineered *in vitro* models of AT facilitate important cell-cell and cell-ECM interactions, making them superior at recapitulating the native *in vivo* milieu compared to standard 2D cultures of SVF-derived *in vitro* differentiated adipocytes (30). 3D engineered *in vitro* models of functional beige AT can be used to study metabolic conditions, identify therapeutic targets, and evaluate treatment strategies (33). Although these models are in early stages of development, current models fail to recreate the structural and functional complexity of beige AT, including mitochondrial biogenesis, a vascular network and, importantly, responsiveness to thermogenic hormones such as fibroblast growth factor (FGF) 21 (33). 3D spheroids of human WAT derived from the subcutaneous SVF have shown that endothelial cells are able to self-assemble into highly organized vascular networks (34, 35). These models however have not been used to study beige and brown adipocytes yet.

As an alternative to 2D cultures, 3D cultures represent the cellular crosstalk within a complex metabolic organ, such as the AT, in a more physiological fashion, are less invasive compared to preclinical animal models and excel by high reproducibility. Moreover, studying the microenvironment in 3D facilitates release of specific soluble factors and modulation of cell-matrix and cell-cell interactions (15). We, here, present vascularized adipose spheroids of mouse iWAT as an easy-to-follow, universal platform for studying the AT SV microenvironment. The appearance of adipocyte capillary structures and vessel formation not only mimics the cellular heterogeneity within the adipose tissue in a scalable 3D setup but also enhances expression of genes associated with adipogenesis, oxidative phosphorylation, beta-adrenergic thermogenesis, and thereby more faithfully reflect the gene-regulatory and metabolic properties of *in vivo* adipocytes compared to routinely used 2D systems.

## 2 Materials and methods

### 2.1 Mice

Six to eight weeks old C57/BL6 male mice were purchased from Taconic (Denmark). All mice were housed in a temperature-controlled environment with a 12-hour light-dark cycle and had ad libitum access to food and water. Mouse experiments were conducted with permission from the Danish Animal Experiments Inspectorate, reference number: 2023–15-0201–01544.

### 2.2 Stromal vascular fraction isolation

Inguinal white adipose tissue was dissected, minced, and digested in Ham’s F12 medium (Merck, F4815) supplemented with collagenase II (Worthington) and DNAse (Sigma, 10104159001). It was then incubated in a 37°C shaker for 30–40 min and afterwards the digested tissue was filtered through a 300 μm pluristrainer (pluriSelect Life Science, 43–50300). To the filtered tissue, 20 mL of Ham’s F12 medium supplemented with 0.1% Biotin/D-Pantothenate (33mM/17mM) (Sigma, B-4639 and P5155), 1% penicillin-streptomycin (Lonza, DE17/602E) and 10% FBS (Sigma, F7524) was added, in the following referred to as complete medium. After two rounds of centrifugation at 300 rcf for 5 min each, the pellet was resuspended in 10 mL complete medium and centrifuged for another 5 min at 500 rcf. The supernatant was discarded, and the pellet was resuspended in complete medium, followed by centrifugation for 5 min at 500 rcf. To remove erythrocytes, the pellet was resuspended in 1 mL of erythrocyte lysis buffer (Qiagen) for 5 min followed by additional 9 mL of complete medium and centrifuged for 5 min at 500 rcf. Finally, the pellet was resuspended in complete medium with the addition of 20% FBS and filtered through a 70 μM pluristrainer (pluriSelect Life Science, 43–50070). Cells were immediately used for respective experiments after counting and were cultured at 37°C with 5% CO_2_, unless otherwise stated.

### 2.3 2D monolayer culture of the inguinal stromal vascular fraction

The isolated inguinal white adipose tissue stromal vascular fraction was resuspended in Preadipocyte Basal Medium (BulletKit, Lonza, PT-8002) with the addition of L-glutamine, GA-1000 and FBS (SingleQuots, part of BulletKit, Lonza, PT-8002) and seeded in 12–24-wells (Thermo Scientific, 150628 and 142475) depending on the experiment. Upon reaching confluency, adipogenesis was induced using Preadipocyte Growth Medium (BulletKit, Lonza, PT-8002) with the addition of insulin, dexamethasone, IBMX and indomethacin (SingleQuots, part of BulletKit, Lonza, PT-8002). The medium was exchanged every other day with diluted Preadipocyte Growth Medium and full differentiation was achieved seven days after induction of adipogenesis.

### 2.4 Vascularized adipose spheroids of the inguinal stromal vascular fraction

This protocol builds on previous work published by (35) for human subcutaneous white adipose tissue. The isolated inguinal white adipose tissue stromal vascular fraction was resuspended in Endothelial Growth Medium (BulletKit, Lonza, CC-3162) with the addition of FBS, hydrocortisone, FGF, VEGF, IGF, ascorbic acid, EGF, GA-1000 and heparin (SingleQuots, part of BulletKit, Lonza, CC-3162), and seeded at approximately 10.000 cells per 200 μL in each well of a 96-well ultra-low attachment plate with round bottom (Thermo Scientific, 15227905). To maintain high humidity, 200 μL PBS was added to the outer wells of the plate. If a single large spheroid did not form in each well by day three, the plate was centrifuged at 500–600 rcf for 5 min to enhance cell aggregation. On day six, 150 μL of the Endothelial Growth Medium was discarded from each well, and the spheroids were embedded in 4 mg/mL growth factor reduced Matrigel (Corning, 356231). Matrigel polymerization took place for 30–60 min at 37°C, followed by the addition of 100 μL Endothelial Growth Medium to each well. Adipogenesis was induced on day 10 by replacing 100 μL of the Endothelial Growth Medium with an equal amount of Preadipocyte Growth Medium (BulletKit, Lonza, PT-8002) with the addition of L-glutamine, GA-1000, FBS, insulin, dexamethasone, IBMX and indomethacin (SingleQuots, part of BulletKit, Lonza, PT-8002). At day 15, 50 μL diluted Preadipocyte Growth Medium was added to each well, and on day 20, 150 μL of the Preadipocyte Growth Medium was exchanged with new diluted Preadipocyte Growth Medium. Unless otherwise specified, all spheroids were harvested on day 21.

### 2.5 β-adrenergic stimulation of inguinal adipocytes

To induce thermogenesis, 2D cultures and vascularized adipose spheroids were either stimulated with the pan β-adrenergic agonist Isoproterenol (Sigma, I5627) for 6 hours (final conc. 1 μM) or the browning inducer FGF21 (Recombinant Human FGF21, PeproTech, 100–42) for 48 hours (final conc. 50 mM).

### 2.6 Depolymerization and harvesting of the spheroids

For both 2D cultures and vascularized adipose spheroids the medium was discarded. Cells cultured in 2D were allowed to detach on a plate shaker in 500 μL Trizol. For spheroids, cell recovery solution (Corning, 354253) was added to depolymerize the Matrigel at 4°C for 30–60 min. For immunofluorescence analysis, the depolymerized Matrigel was discarded, and PBS was added until further processing. For RNA isolation, 5–10 spheroids were pooled in FastPrep24 tubes. The FastPrep24-tubes were then centrifuged at 4°C for 5 min at 1300 rpm, and the supernatant was discarded. Before homogenization using FastPrep-24 5G (MP Biomedicals), 500 μL Trizol was added to the tubes. All samples were stored at -80°C except for those processed for immunofluorescence staining.

### 2.7 Immunofluorescence staining

The isolated spheroids were fixed in 4% PFA at room temperature (RT) for 30 min, followed by three 5-min washes with PBS. Next, the fixed spheroids were permeabilized and blocked to inhibit non-specific binding using a solution of 10% saponin (Sigma, S7900–25G) and 5% BSA (Sigma, 126579) in PBS for 1 hour at RT. After two 5-min washes with PBS, the spheroids were stained overnight at RT with primary CD31 antibody (BD Biosciences, 550274) to visualize endothelial cells, Bodipy (final conc. 1.5 μM, kindly provided by DaMBIC) for lipids and Hoechst (final conc. 3mg/L, Invitrogen, H3570) for nuclei in 1% BSA and 0.1% Tween in PBS. The following day, the spheroids underwent three 5-min washes with PBS and were incubated for 2 hours at RT with Alexa Fluor 647 Goat Anti-Mouse secondary antibody (Invitrogen, A21247), diluted in 1% BSA and 0.1% Tween in PBS. After three 5-min washes with PBS, the stained spheroids were prepared for mounting. Mounting was achieved using double-sided nano gel tape with pre-laser cut wells on SuperFrost-Plus slides (VWR, 631–0108). Each well accommodated one spheroid, mounted with a solution of 90% glycerol (Sigma-Aldrich, G5516) and Propyl Gallate (Sigma, P3130) in 1xPBS and finished with a cover glass (VWR, 631–1572) placed on top.

### 2.8 Bioimaging, microscopy and image acquisition

The morphology of the vascularized adipose spheroids, including vascular sprouting, was examined using a Nikon Eclipse Ts2 Inverted light microscope. Measurements of the total spheroid surface area was conducted on light microscopy images using Fiji ImageJ software (v2.14.0). The immunofluorescently stained 3D spheroids were examined via confocal microscopy using a Nikon A1R on a Ti-2 microscope body. The following laser wavelengths were used: 405 nm (Hoechst), 488 nm (Bodipy) and 640 nm (CD31). Light settings, laser intensity and detector gain were adjusted according to each spheroid condition. Post-acquisition analysis of the confocal microscopy images was carried out using Fiji ImageJ software.

### 2.9 RNA purification

Total RNA extraction was performed using the chloroform extraction method. Briefly, 100 μL chloroform was added to the samples, the tubes were vortexed, and then centrifuged at 4°C for 10 min at 10.000 rcf. The upper aqueous phase was carefully transferred to new tubes, and 300 μL of ethanol 96% was added. After having been vortexed and spun down, the suspension was loaded into EconoSpin columns (Epoch Life Science, 1920). The columns were centrifuged at 13.000 rcf for 30 sec followed by three washes with 500 μL RPE buffer, each time centrifuged at 13.000 rcf for 30 sec. Finally, the columns were allowed to spin dry at 13.000 rcf for 2 min before transferring them to new tubes. Elution of RNA was performed using DEPC H_2_O via centrifugation at 16.000 rcf for 1 min. RNA concentration was immediately quantified afterwards using the LVis microplate for RNA on the ClarioStar (BMG Labtech) microplate reader and MARS data analysis software.

### 2.10 Reverse transcription and qPCR

RNA was reverse transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368814) following the manufacturer’s instructions. The cDNA was amplified in a Bio-Rad CFX Opus 384 (Bio-Rad Laboratories, Inc.) qPCR machine in 384 well format using 4 μL diluted cDNA, 0.5 μL mix of gene-specific forward and reverse primers (5 μM each), and 4.5 μL FastStart Essential cDNA Green Master (Roche). The temperature protocol included 45 cycles of 15 sec at 95°C, 45 sec at 60°C and 45 sec at 72°C. All primer-sample combinations were run in duplicates, and Cq values were calculated as the second derivative maximum. Genes of interest were normalized against a housekeeper gene using the delta Cq method. Primer sequences can be found in **Supplementary Table 1**.

### 2.11 High-resolution RNA sequencing, library construction and processing

The quality of the RNA was assessed via Fragment Analyzer (Advanced Analytical Technologies, Inc.) using the Standard Sensitivity RNA Analysis kit (DNF-489) and following the manufacturer’s protocol. RNA sequencing was carried out on the Illumina NovaSeq 6000 platform, as per the manufacturer’s instructions (NEBNext Ultra II RNA Library Prep Kit for Illumina, NEB #E7775), using 200 ng of total RNA for cDNA library preparation.

The quality control pipeline for raw sequencing reads encompassed a comprehensive suite of tools and methodologies. Initially, an assessment of read quality was conducted using FastQC (v0.11.9), FastQ_Screen (v0.15.1) and AdapterRemoval (v2.3.2). Subsequently, raw sequencing reads were aligned to the mouse genome (mm39) employing STAR (v2.7.9a). Various mapping quality control steps were undertaken, including the generation of statistics, index statistics, and flag statistics using Samtools (Samtools v1.15.1). Additional quality metrics were obtained through CollectAlignmentSummaryMetrics, QualityScoreDistribution,MeanQualityByCycle, CollectInsertSizeMetrics, CollectRnaSeqMetrics, using Picard (v2.25.5) and by and bamqc using Qualimap (v2.2.1). Library complexity was evaluated using Preseq (v3.2.0) and PBC bottlenecking metrics which were computed using Bedtools (v2.30.0). Duplicates were identified but retained in the dataset using Picard MarkDuplicates. Filtering steps were applied to exclude reads with low mapping quality (MAPQ<30), reads/mates that were unmapped, reads failing platform and those not classified as primary alignments (samtools view -q 30 -F 780). For additional RNA-seq quality control, tools such as qualimap rnaseq (v2.2.1), rnaseqc (RNA-SeQC v2.4.2), and various metrics from RSeQC v4.0.0 (read_duplication, read_GC, inner_distance, junction_annotation, junction_saturation, bam_stat, infer_experiment, read_distribution, geneBody_coverage, and tin) were employed. To summarize the diverse quality metrics, an HTML report was generated using MultiQC (v.1.14). The quantification of read pairs in exonic regions was performed using featureCounts (Subread v2.0.3) with GENCODE vM33 GTF reference annotation.

Data analysis was conducted in R (v4.3.2), utilizing DESeq2 (v1.42) for normalization of raw count reads through the median of ratios method. Low count genes were filtered, retaining those with a total count greater than or equal to 10. Differential gene expression analysis was performed using DESeq2. Only genes with a *p*-adjusted value < 0.05 and a fold change > 1.5 were considered as differentially expressed genes (DEGs). To visually represent the relationships between experimental conditions, Principal Component Analysis (PCA) was applied, while a volcano plot was generated to depict upregulated vs downregulated genes. Functional analysis included Overrepresentation Analysis (ORA) of DEGs and Gene Set Enrichment Analysis (GSEA) of expressed genes ranked by Log2FoldChange (3Dvs2D). The Kyoto Encyclopedia of Genes and Genomes (KEGG) database and Molecular Signatures Database (MSigDB) Hallmarks were employed for these analyses. DEGs resulting from multiple comparisons (3Dvs2D * with/without Isoproterenol) were subjected to hierarchical clustering by the Ward D2 method and aggregated into 6 kmeans clusters. The optimal number of clusters was determined by evaluating the results of the Elbow, Silhouette, and Gap statistic methods. Additionally, the NbClust function from the NbClust package (v3.0.1) was utilized, applying 30 indices to suggest the best number of clusters. A heatmap representing the 6 clusters was generated using pheatmap (v1.0.12). GSEA functional analysis was then applied to these clusters as previously described, providing deeper insights into the functional patterns within the identified gene clusters.

### 2.12 High-resolution respirometry via OROBOROS technology

The isolated inguinal white adipose tissue stromal vascular fraction was counted when seeding the cells in either 12-well (2D) or 96-well ULA plate (vascularized adipose spheroids). Oxygen consumption was measured using a high-resolution oxygraph (Oroboros Oxygraph-2K, Austria). Oxygen concentration and rate of oxygen consumption were continuously recorded using DAT LAB software 6. Mature adipocytes cultured in 2D were trypsinized (Sigma, T4174), centrifuged at 500 rcf for 5 min, and the cell pellet resuspended in 2 mL Preadipocyte Basal Medium (BulletKit, Lonza, PT-8002, without supplementation of SingleQuots: FBS, GA-1000 and L-glutamine). Similarly, mature 3D spheroids were harvested and pooled in 2 mL Preadipocyte Basal Medium (BulletKit, Lonza, PT-8002, without supplementation of SingleQuots: FBS, GA-1000 and L-glutamine). The 2 mL cell suspension from each preparation was added to the oxygen electrode chambers, where it was magnetically stirred and kept at 37°C. Any air bubbles were removed before the chambers were closed. The cell suspensions were incubated in the oxygen electrode chambers until a stable basal respiratory rate was reached. After this, stimulations were successfully performed using a Hamilton syringe with PBS or Isoproterenol (final conc. 1 μM), oligomycin (final conc. 2.5 μM), FCCP (final conc. 0.5 μM) or Antimycin A (final conc. 2.5 μM). The oxygen consumption rates were expressed in pmol O_2_/(sec x mL) or represented as percentage of basal oxygen consumption rates.

### 2.13 Statistical analysis

Normalized gene counts and qPCR data were analyzed using unpaired, non-parametric *t* test followed by Mann-Whitney via GraphPad Prism software (v10.1.0) A *P* value of ≤ 0.05 was considered significant.

## 3 Results

### 3.1 Inguinal stromal vasculature-guided assembly into vascularized adipose spheroids

We aimed to establish universal and versatile vascularized adipose spheroids assembling the iWAT SVF from mice. We hypothesized that embedding the spheroids in an ECM scaffold would enhance the vascularization based on published reports (35).The workflow of our model (**Figure 1A**) is based on isolated SVF from iWAT seeded in Endothelial Growth Medium (EGM) in an ultra-low attachment plate. The cells formed aggregates and were embedded in ECM (Matrigel) at day (D) six. At D10, half of the EGM was replaced with Preadipocyte Growth Medium (PGM), fostering adipogenesis for 11 days before harvesting the spheroids on D21.

**Figure 1:**
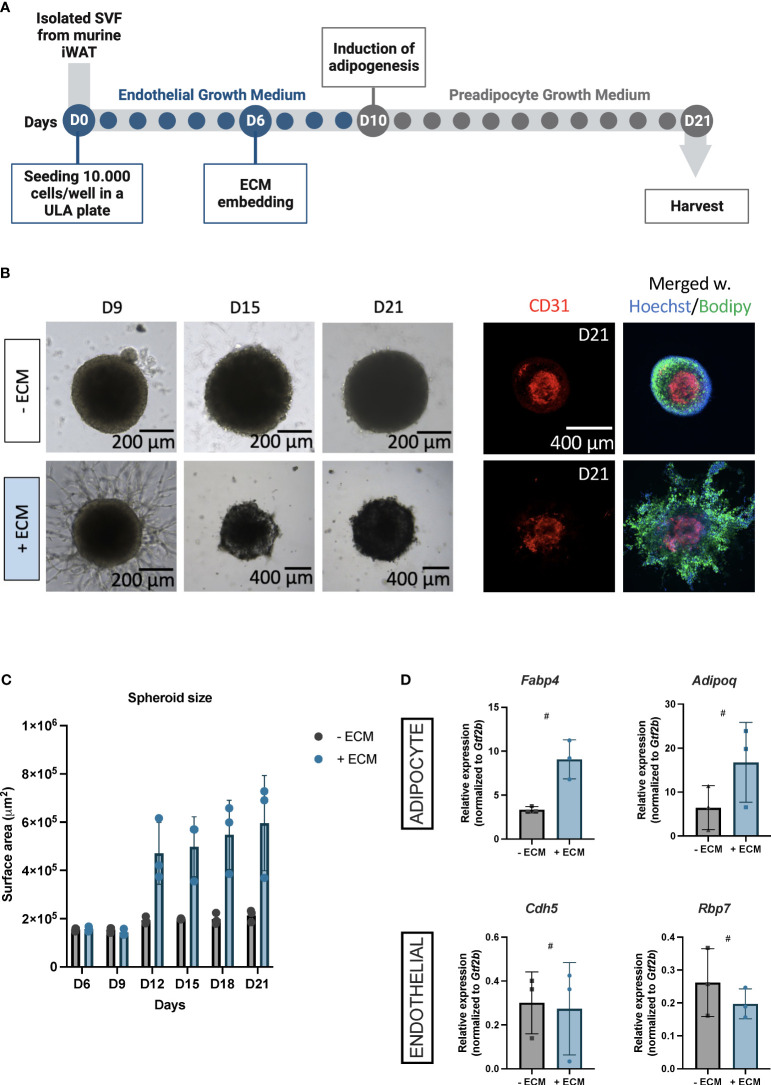
**(A)** Schematic workflow for constructing vascularized adipose spheroids from the inguinal white adipose tissue (iWAT) in mice. Isolated stromal vascular fraction (SVF) is seeded in an ultra-low attachment (ULA) plate in endothelial growth medium (blue dots). The spheroids are embedded in extracellular matrix (ECM) at day (D)6, adipogenesis is induced at D10 by exchanging the medium to preadipocyte growth medium (grey dots) and the spheroids are ready to use at day 21. **(B)** Light microscopy images for morphological assessment of spheroids embedded +/- ECM from D9, 15 and 21. Immunofluorescence staining for the endothelial marker CD31 (red) in spheroids +/- ECM at D21, which have been merged with counterstained nuclei (blue) using Hoechst, and Bodipy to identify lipids (green). Scalebars 200 and 400 μM. **(C)** Quantification of spheroid surface area at the indicated days. Each dot represents one spheroid, n = 3 per time point, per condition. **(D)** Relative mRNA expression of adipocyte markers, *Fabp4* and *Adipoq*, and endothelium markers, *Cdh5* and *Rbp7* in spheroids – ECM (grey) and + ECM (blue). n = 3 per condition. The mRNA expressions were normalized to *Gtf2b* expression and presented as means ± standard deviation (SD). Statistics were calculated using unpaired, non-parametric *t*-test followed by Mann-Whitney, # indicates *p* = 0.1.

Initially, we explored whether Matrigel was essential for the assembly of spheroids into an organotypic vascularized adipose niche as adipogenesis and angiogenesis are interconnected processes (17, 19, 36, 37) and both adipocytes and adipose-derived endothelial cells synthesize and secrete ECM components themselves (38). Morphologically, vascular sprouting appeared three days after Matrigel-embedding, unlike the spheroids without Matrigel, showing no sprouting (**Figure 1B**, D9). Fluorescent staining for the endothelial cell marker cluster of differentiation (CD) 31 indicated CD31^+^ endothelial cells in the spheroid centers both with and without Matrigel (**Figure 1B**, D21), suggesting that endothelial cells within spheroids without Matrigel were likely quiescent as these did not induce vascular sprouting. Likewise, Bodipy-labeled lipid droplets were detectable in both spheroids (**Figure 1B**, D21), reflecting that the adipocytes were mature.

Interestingly, we observed an overall increase in spheroid growth when embedded in Matrigel (**Figure 1B**, D15 and D21), which was confirmed by surface area measurements (**Figure 1C**), emphasizing the cellular expansion of multi/mono-locular adipocytes beyond what is seen in 2D setups. Additionally, Matrigel-embedded spheroids showed increased expression of adipocyte maturity genes (i.e. *Fabp4* (Fatty acid binding protein 4) and *Adipoq* (Adiponectin)) (**Figure 1D**), which is consistent with results from human subcutaneous white adipose vascularized spheroids (35). Endothelial mRNA expression of *Cdh5* (Cadherin 5) and *Rbp7* (Retinol binding protein 7) showed endothelial mRNA expression in both types of spheroids (**Figure 1D**), consistent with our immunofluorescence staining.

Thus, we have here established a mouse vascularized adipose spheroid model based on SVF from thermogenic iWAT. Our findings demonstrate that ECM-embedding supports outgrowth of vascular structures and, on the other hand, allow for adipogenic differentiation.

### 3.2 The inguinal niche reveals enhanced induction of metabolic genes in spheroids

We next asked whether vascularized adipose spheroids were better at reflecting the inguinal cellular composition and metabolic processes leading to a more adipogenic microenvironment and thus we performed RNA sequencing to compare transcriptional profiles between the vascularized adipose spheroids and conventional *in vitro* differentiated 2D cultures (**Figure 2**).

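RNA was taken from the stromal vascular fraction, the mixed cells that remain when adipocytes are removed from digested inguinal fat, grown either as 2D cultures or as spheroids. The 2D cultures were differentiated for 7 days after adipogenic induction. Spheroids were embedded on day 6 in Matrigel (4 mg/mL), a basement membrane extract, induced on day 10 and harvested on day 21, and 5 to 10 of them were pooled per sample. Culture time, medium and matrix therefore differ together with the format. There were 3 libraries of each format, made from 200 ng of total RNA. The authors aligned the reads to the mouse genome, removed alignments of low mapping quality, kept duplicates and counted read pairs on the exons of each gene without regard to strand, so the deposited values are raw counts that carry no normalization. The 2D libraries held 20247725 to 27235689 counted read pairs (median 24402043) and the spheroid libraries 13370372 to 59222194 (median 24936209). Normalized counts are these counts divided by DESeq2's median-of-ratios size factors, and each value is a mean ± SD over n = 3 libraries. Spheroids were compared with 2D cultures by edgeR's quasi-likelihood test with TMM normalization, fitted to 12 libraries together with the ISO-stimulated ones, on the 23953 genes with a total count of at least 10. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. Log2 fold changes are given for spheroids relative to 2D cultures. A count of 3 was taken as the limit that a count of 0 allows, so a fold change against a group wholly at or under it is a lower bound. Exact Mann-Whitney tests (2-sided) compared normalized counts, and with 3 libraries against 3 their smallest p is 0.1.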

**Figure 2:**
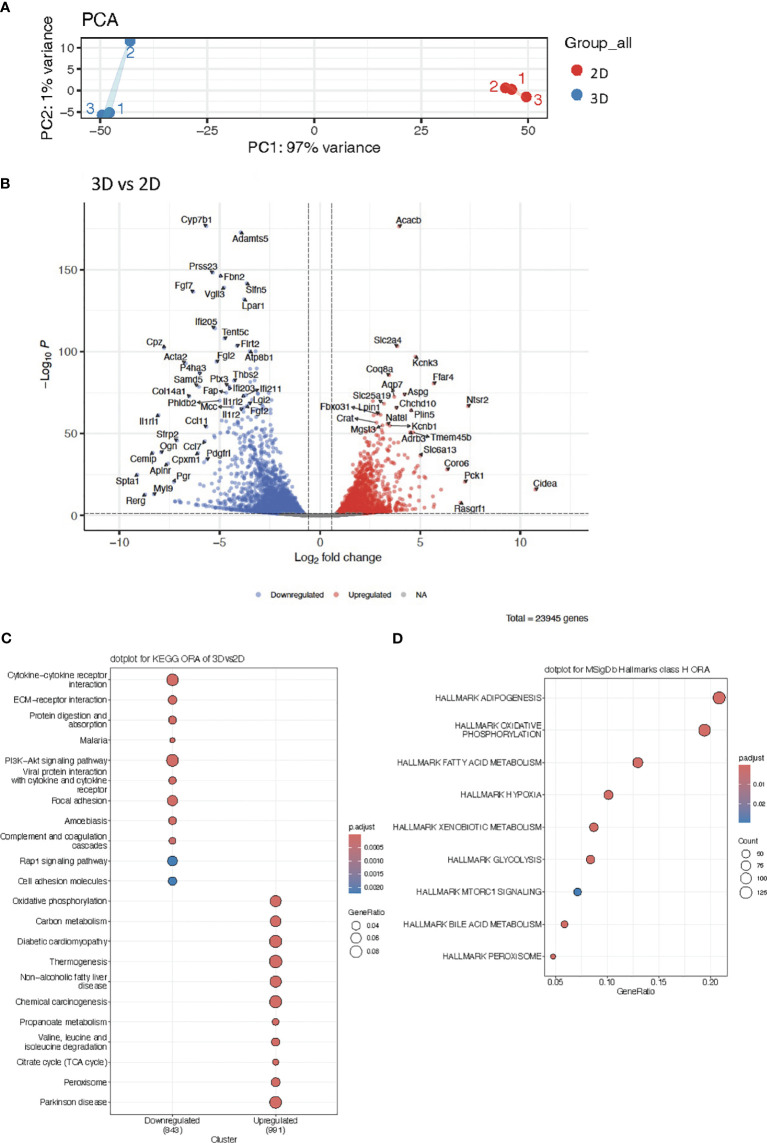
**(A)** Principal Component Analysis (PCA) plot of RNA sequencing data from 2D cultures and vascularized adipose spheroids (3D). **(B)** Volcano plot of differentially expressed genes (DEG) in 3D vs 2D cultures. **(C)** KEGG Overrepresentation Analysis (ORA) dotplot of enriched pathways in upregulated and downregulated genes of 3D vs 2D cultures. **(D)** MSigDb ORA dotplot of enriched pathways in upregulated genes of 3D spheroids. n = 3. Only genes with a *p*-adjusted value of < 0.05 and a fold change > 1.5 were considered as DEG.

We conducted Principal Component Analysis (PCA) to visualize the complexity of our data and allow group-level comparison. 

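Principal components were computed from variance-stabilized counts of the 500 most variable genes in the 6 unstimulated libraries. The first component held 97.4% of the variance and the second 1.17%. On the first component the 2D libraries scored 37.0 to 40.9 and the spheroid libraries -41.6 to -34.6, so the distance between the formats was larger than the spread of the libraries within either. Computing the components over every gene that passed the count filter moved the share most, to 78.5%, and with each library left out in turn it was 97.2% to 98.3%.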

The PCA delineated a clear separation between the two culturing methods (2D, 3D), with PC1 explaining 97% of the variance (**Figure 2A**), highlighting the strong differences between the 2D cultures and vascularized adipose spheroids. Subsequently, differential expressed gene (DEG) analysis revealed 23.945 genes regulated between conditions (**Figure 2B**). 

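Of the 23953 genes tested, 7733 (32.3%) were called differentially expressed between spheroids and 2D cultures. Among them, 3666 were higher and 4067 lower in the spheroids, 2603 changed by more than 4-fold, and 6733 encode proteins. The libraries of the formats did not overlap for 7573 of the called genes, which were selected for a difference between the same libraries. The number moved most when DESeq2 tested each gene against a fold change of 1.5 rather than against no change, which called 4098 genes, all of them among the 7733. With each library left out in turn, 6883 to 7505 genes were called.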

Within the vascularized adipose spheroids, upregulated genes were predominantly connected to metabolic pathways, such as *Slc2a4* (Solute carrier family 2 member 4, also known as Glucose transporter 4) essential for insulin-stimulated glucose uptake, and *Pck1* (Phosphoenolpyruvate carboxykinase 1), pivotal in gluconeogenesis and lipid metabolism (39–41). 

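Slc2a4 (ENSMUSG00000018566.15, chromosome 11 of GRCm39, 69833365 to 69839014) had 7431 ± 1087 normalized counts in spheroids and 504 ± 39.6 in 2D cultures (mean ± SD, n = 3 libraries each). This is a log2 fold change of 3.85 (standard error 0.15, adjusted p = 1.19e-16) in edgeR's test. Pck1 (ENSMUSG00000027513.12, chromosome 2, 172994841 to 173001066) rose from 5.50 ± 3.48 to 1107 ± 257 normalized counts, with a log2 fold change of 7.56 (standard error 0.60, adjusted p = 3.08e-06). For both genes, every spheroid library lay above every 2D library (exact Mann-Whitney p = 0.1), and with each library left out in turn the log2 fold change stayed between 3.69 and 3.93 for Slc2a4 and between 7.18 and 8.13 for Pck1. Among the other normalizations, filters and tests tried, leaving out the low-count filter moved Slc2a4 most, to 3.91.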

Additional genes like *Plin5* (Perilipin 5), facilitate triglyceride storage and suppress insulin resistance (42), and *Crat* (Carnitine acetyltransferase) transports fatty acids for β-oxidation across the mitochondrial membranes (43), showed elevated expression, emphasizing that the vascularized adipose spheroids had a higher induction of metabolic genes. 

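Plin5 (ENSMUSG00000011305.12, chromosome 17 of GRCm39, 56418601 to 56424596) was counted at 1509 ± 102 in spheroids against 61.4 ± 27.2 in 2D cultures (normalized counts, mean ± SD, n = 3 libraries each, log2 fold change 4.57, standard error 0.24, adjusted p = 1.13e-12). Crat (ENSMUSG00000026853.16, chromosome 2, 30290483 to 30305825) had 17878 ± 2015 and 2507 ± 272 normalized counts (log2 fold change 2.80, standard error 0.14, adjusted p = 1.81e-14). Of Crat's exon length, 8.72% overlaps the antisense gene Gm16323, whose reads unstranded counting does not tell apart from those of Crat. In both genes all 3 spheroid libraries were above all 3 2D libraries.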

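The β3-adrenergic receptor gene, Adrb3 (ENSMUSG00000031489.16, chromosome 8 of GRCm39, 27715804 to 27740644), had 3194 ± 555 normalized counts in the 3 unstimulated spheroid libraries and 135 ± 46.9 in the 3 2D libraries (mean ± SD). The difference is a log2 fold change of 4.55 (standard error 0.29, adjusted p = 3.61e-08 in edgeR's test), with all 3 spheroid libraries above the 2D libraries. It ranged from 4.31 to 4.74 with each library left out in turn. The antisense gene Gm45470 covers 24.9% of the exon length of Adrb3, and its reads were counted without strand.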

Intriguingly, upregulation of the β-adrenergic receptor (*Adrb*)*3* in the vascularized adipose spheroids, suggested that the spheroids may serve as a more reliable and catecholamine-responsive system for studying thermogenesis, despite the absence of SNS innervation. Conversely, downregulated genes in the vascularized adipose spheroids compared to 2D were linked to ECM formation and cell signaling such as *Fbn2* (Fibrillin 2)*, Thbs2* (Thrombospondin 2), *Col14a1* (Collagen type XIV alpha 1 chain), and immune responses such as *Ifi205* (Interferon activated gene 205*)* and *Ccl11* (CC motif chemokine ligand 11), potentially reflecting induction of endogenous ECM production in 2D.

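Fbn2 (ENSMUSG00000024598.10, chromosome 18 of GRCm39, 58141695 to 58343559) fell from 3628 ± 199.5 normalized counts in 2D cultures to 111.9 ± 25.2 in spheroids (mean ± SD, n = 3 libraries each, log2 fold change -5.02, standard error 0.16, adjusted p = 5.91e-18). Thbs2 (ENSMUSG00000023885.10, chromosome 17, 14885762 to 14914497) fell from 103124 ± 15011 to 5166 ± 1501, a log2 fold change of -4.35 (adjusted p = 1.41e-15). Col14a1 (ENSMUSG00000022371.17, chromosome 15, 55171146 to 55384199) had 1146 ± 344 normalized counts in 2D cultures and 11.2 ± 4.00 in spheroids, the largest fall of the 5 genes (-6.59, adjusted p = 2.37e-12). Ifi205 (ENSMUSG00000054203.8, chromosome 1, 173839564 to 173859376) was at 5682 ± 1156 and 150.4 ± 28.0 (log2 fold change -5.29, adjusted p = 4.84e-13). It belongs to a cluster of closely similar interferon-activated genes, so how many of its reads passed the filter on mapping quality is uncertain. Ccl11 (ENSMUSG00000020676.3, chromosome 11, 81948649 to 81953781) was at 438 ± 22.2 and 7.63 ± 1.52 (log2 fold change -5.77, adjusted p = 1.33e-14). Each of the 5 genes was lower in all 3 spheroid libraries than in any 2D library.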

Next, we applied Kyoto Encyclopedia of Genes and Genomes Over-Representation Analysis (KEGG ORA) to identify which specific biological pathways were associated with DEGs and to reveal whether certain biological pathways were more affected by the experimental conditions than would be expected by random chance. 

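The KEGG collection was not used here, and lists of genes for each pathway, fixed in advance, and Reactome sets were tested. The list of subunits of the oxidative phosphorylation complexes (OXPHOS) held 73 genes that passed the count filter. It leaves out the 13 mitochondrially encoded genes, a list of their own with a median log2 fold change of 0.021 that did not pass camera. Of the OXPHOS list, the following values are given. All 73 were higher in spheroids, with a median log2 fold change of 1.33 (interquartile range 1.00 to 1.64), and 67 passed the threshold over all genes tested and 67 adjusted over the list alone. All 22 genes of the citric acid cycle (TCA) list were higher, with a median of 1.7999, and 22 passed on either adjustment. Camera, a competitive test that asks whether a list moves more than the other genes, gave adjusted p = 1.07e-38 for OXPHOS and 1.22e-28 for TCA over 22 lists. Camera presets the correlation between genes at 0.01; for this comparison 16 of the 22 lists passed, and all 16 also passed with the correlation estimated from the data and in the rotation test fry. The estimated correlation moved OXPHOS most, to adjusted p = 0.0411 (range over its alternatives 5.13e-44 to 0.0411). Over-representation among the genes called higher was tested with a one-sided Fisher exact test against 5463 tested genes with a Reactome annotation. Respiratory electron transport held 60 of 69 genes against 13.6 expected by chance (adjusted p = 3.43e-31), and the citric acid cycle 18 of 19 genes against 3.75 expected by chance (adjusted p = 2.31e-10). The combined set of both held 109 genes against 25.0 expected by chance (adjusted p = 1.18e-56). Of 908 sets, 48 passed among the genes called higher and 54 among those called lower, or 43 and 52 when the genes were called by DESeq2's test against a fold change of 1.5.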

KEGG ORA unveiled enriched pathways in the upregulated genes, encompassing oxidative phosphorylation, carbon metabolism, thermogenesis, and the citric acid cycle (TCA) cycle (**Figure 2C**). Conversely, downregulated genes were associated with cytokine-cytokine receptor interaction, ECM-receptor interaction, PI3K-Akt (phosphoinositide-3-kinase–protein kinase B) signaling, and focal adhesion (**Figure 2C**), again highlighting an increased expression of metabolic genes in the vascularized adipose spheroids compared to 2D.

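Of 47 cytokine and cytokine receptor genes tested, 40 were lower in spheroids, 29 of them past the threshold, and 1 was called higher (30 over all genes tested, 30 adjusted over the list alone). Their median log2 fold change was -1.94, or -1.80 with 7 genes that were at the count floor in one format set to their bound and 1 at the floor in both left out (camera adjusted p = 4.73e-16). Among the genes called lower, the Reactome set for extracellular matrix organization, of 224 genes, held 2.21 times the 58.0 genes expected by chance (adjusted p = 3.96e-21). Chemokine receptor binding held 12 of 39 genes against 10.1 expected by chance (adjusted p = 1) and interleukin signaling 22 of 101 genes against 26.2 expected by chance (adjusted p = 1), so neither of these Reactome sets was over-represented.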

Further investigation into underlying biological pathways utilizing Molecular Signatures Database (MSigDb) Hallmarks ORA, a bioinformatic tool (44) to assess whether curated gene sets of biological states or processes (Hallmark) from MSigDb were significantly over-represented in our DEGs, affirmed that upregulated genes predominantly cluster in categories like adipogenesis, oxidative phosphorylation, fatty acid metabolism and glycolysis (**Figure 2D**).

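The fatty acid oxidation list had 23 genes, all higher in spheroids and all called (median log2 fold change 1.93, camera adjusted p = 8.94e-34). For fatty acid and triglyceride synthesis, 17 of 19 genes were higher (median 2.11, camera adjusted p = 6.28e-28), with 17 called higher and 1 lower. All 15 glycolysis genes were higher (median 1.79, camera adjusted p = 8.63e-18) and 14 were called. The number past the threshold adjusted over the list alone was 23, 18 and 14 genes for these lists, the same as over all genes tested. Among the genes called higher, Reactome's metabolism of fatty acids, triacylglycerol and ketone bodies held 46 of 86 genes against 17.0 expected by chance (adjusted p = 2.11e-10), mitochondrial fatty acid β-oxidation 15 of 15 genes against 2.96 expected by chance (adjusted p = 1.85e-09) and glycolysis 21 of 29 genes against 5.72 expected by chance (adjusted p = 5.58e-08). The set for transcriptional regulation of white adipocyte differentiation held 7 of 45 genes against 8.87 expected by chance (adjusted p = 1) and was not over-represented. The Hallmark collection was not used here. The genes that this Reactome set shares with the Hallmark adipogenesis set were not compared, so it is no test of that category. All 20 genes of the list of adipocyte markers were higher in spheroids (median 2.47).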

### 3.3 Comparative transcriptional profiling of vascularized adipose spheroids and 2D cultures

Intrigued by the findings in **Figure 2**, we selected four genetic markers from the normalized gene counts representing five cellular and functional categories: adipogenesis, angiogenesis, macrophages, adipokines, and ECM (**Figure 3**). As expected, an increased expression of adipogenic markers was observed when comparing 2D cultures and vascularized adipose spheroids (**Figure 3A**). 

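A list of 20 adipocyte markers, 2 of which are also in another list, was higher in spheroids in every gene. All 20 passed the threshold over all genes tested and 20 adjusted over the list alone. The median log2 fold change was 2.47 (interquartile range 1.78 to 2.90; camera adjusted p = 9.65e-34), and it ranged from 2.27 to 2.56 with each of the 6 libraries left out in turn.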

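Pparg (ENSMUSG00000000440.13, chromosome 6 of GRCm39, 115337912 to 115467360) had 3456 ± 545 normalized counts in spheroids and 1171 ± 68.8 in 2D cultures (mean ± SD, n = 3 libraries each, log2 fold change 1.54, standard error 0.14, adjusted p = 1.61e-09). Pnpla2 (ENSMUSG00000025509.16, chromosome 7, 141035111 to 141040656), which encodes ATGL, rose from 14795 ± 1887 to 110520.0 ± 16333 normalized counts, a log2 fold change of 2.87 (standard error 0.17, adjusted p = 2.57e-13). Slc2a1 (ENSMUSG00000028645.12, chromosome 4, 118965908 to 118995180) had 5886 ± 302 against 1724 ± 261 normalized counts (log2 fold change 1.74, standard error 0.22, adjusted p = 1.42e-05), and 2.99% of its exon length overlaps Gm12868. For each gene the lowest spheroid library was above the highest 2D library.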

Notably, *Ppar-γ*, a key regulator of adipogenesis, *Atgl* (Adipose triglyceride lipase), a rate-limiting enzyme for release of FFAs during intracellular lipolysis, and *Slc2a1* (Solute carrier family 2 member 1, also known as Glucose transporter 1), ubiquitously expressed and vital for adipose glucose uptake (45) showed increased expression in the vascularized adipose spheroids compared to 2D cultures. Intriguingly, *Cidea* (Cell death inducing DFFA like effector A), a gene predominantly expressed in BAT and thought to regulate UCP1 activity (46), was upregulated in the vascularized adipose spheroids. 

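Cidea (ENSMUSG00000024526.10, chromosome 18 of GRCm39, 67476674 to 67500855) was at 0 counts in all 3 2D libraries and had 1294 ± 821 normalized counts in spheroids (mean ± SD, n = 3 libraries). Set against the limit that a count of 0 allows, expression in spheroids was at least 449-fold higher (edgeR adjusted p = 0.000626; all 3 spheroid libraries above the 2D libraries). The spheroid libraries ranged from 499 to 2138 normalized counts.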

Cidea is induced by PRDM16, and its expression is considered indicative of the thermogenic potential of adipocytes in relation to the regulation of energy expenditure (46, 47).

**Figure 3:**
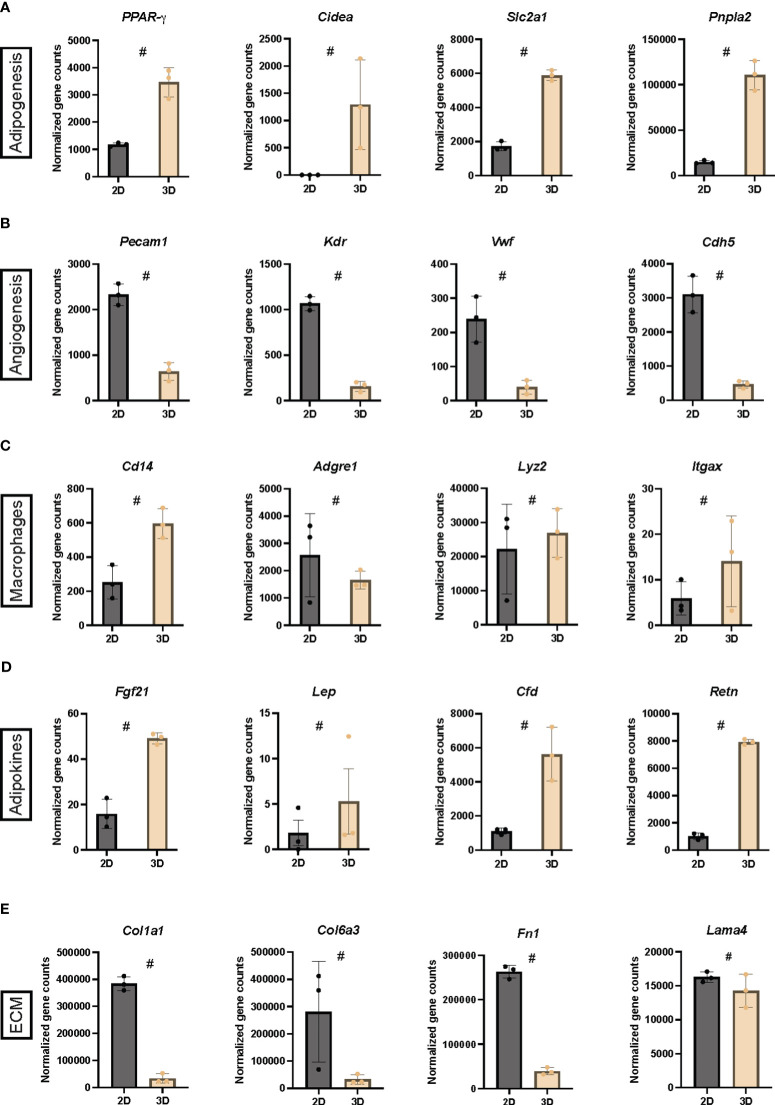
**(A-E)** Normalized gene counts derived from the RNA sequencing belonging to five cellular and functional categories, adipogenesis, angiogenesis, macrophages, adipokines and extracellular matrix (ECM) in 2D cultures and vascularized adipose spheroids (3D). n = 3. Data is presented as means ± standard deviation (SD), except for *Lep*, which is presented as means ± standard error of mean (SEM). Statistics were calculated using unpaired, non-parametric *t*-test followed by Mann-Whitney, # indicates *p* = 0.1.

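Endothelial markers were tested as a list of 20 genes, none of them in another list. All 20 were lower in spheroids and all 20 passed the threshold, over all genes tested and adjusted over the list alone. The median log2 fold change was -2.64 (interquartile range -3.13 to -2.19; camera adjusted p = 1.91e-19). Kdr (ENSMUSG00000062960.11, chromosome 5 of GRCm39, 76093487 to 76139118) had 1067 ± 76.7 against 156 ± 55.2 normalized counts in 2D cultures and spheroids (mean ± SD, n = 3 libraries each, log2 fold change -2.82, standard error 0.23, adjusted p = 1.67e-08). Vwf (ENSMUSG00000001930.18, chromosome 6, 125523737 to 125663642) had 239.6 ± 67.3 against 39.4 ± 20.3 (log2 fold change -2.59, adjusted p = 0.000117) and Cdh5 (ENSMUSG00000031871.10, chromosome 8, 104828257 to 104871143) 3105 ± 538 against 465 ± 108 (log2 fold change -2.77, adjusted p = 4.76e-09). Each of the 3 genes was lower in every spheroid library than in every 2D library.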

Surprisingly, a general increase in endothelial markers was observed in the 2D cultures compared to the vascularized adipose spheroids (**Figure 3B**). This was unexpected since, during the first 10 days of spheroid culture, EGM was added, while 2D cultures used only PGM. Despite this, *Pecam1* (Platelet endothelial cell adhesion molecule 1, also known as CD31) expression was markedly increased in the 2D cultures, however immunofluorescence staining revealed the presence of CD31^+^ endothelial cells in the vascularized adipose spheroids too (**Figure 1B**). Furthermore, the expression of macrophage markers showed no clear difference between the two culture methods (**Figure 3C**). 

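Pecam1 (ENSMUSG00000020717.20, chromosome 11 of GRCm39, 106545043 to 106641454) had 2330.3 ± 236 normalized counts in 2D cultures and 638 ± 198 in spheroids (mean ± SD, n = 3 libraries each). The difference is a log2 fold change of -1.90 (standard error 0.25, adjusted p = 5.29e-05) in edgeR's test, with all 3 2D libraries above all 3 spheroid libraries (exact Mann-Whitney p = 0.1). Leaving out each library in turn gave log2 fold changes of -2.13 to -1.67.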

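Of 20 macrophage markers tested, 12 were higher and 8 lower in spheroids, with a median log2 fold change of 0.21 (camera adjusted p = 0.914). Over all genes tested 1 passed the threshold, a marker called lower, and adjusted over the list alone 0 did; 1 had an unadjusted p under 0.05. The direction of the median rested on single libraries, since it was -0.04 without 3D replicate 2 and -0.19 without 2D replicate 3.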

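Itgax (ENSMUSG00000030789.10, chromosome 7 of GRCm39, 127728719 to 127749829) had 14.1 ± 10.0 normalized counts in spheroids and 5.89 ± 3.65 in 2D cultures (mean ± SD, n = 3 libraries each), a log2 fold change of 1.29 (standard error 0.71, adjusted p = 0.157) that did not pass the threshold (exact Mann-Whitney p = 0.7). Adgre1 (ENSMUSG00000004730.16, chromosome 17, 57665691 to 57790527) had 2569.8 ± 1512 in 2D cultures and 1655 ± 323 in spheroids (log2 fold change -0.67, standard error 0.74, adjusted p = 0.539, exact Mann-Whitney p = 0.7). Without 2D replicate 2 the log2 fold changes were 1.95 and -0.30, without 3D replicate 2 that of Itgax was 0.72, and without 2D replicate 3 that of Adgre1 was -1.14. The libraries of the formats overlapped for both genes, and neither was called under any alternative tried.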

*Itgax* (Integrin alpha X, also known as CD11c), upregulated in the vascularized adipose spheroids, and *Adgre1* (Adhesion G protein-coupled receptor E1, also known as Emr1 or F4/80), upregulated in the 2D culture, are expressed on mouse dendritic cells and a subpopulation of monocytes/macrophages. Both are associated with an M1-like macrophage phenotype during high fat diet-induced obesity (48, 49). 

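Lyz2 (ENSMUSG00000069516.9, chromosome 10 of GRCm39, 117113236 to 117118226) had 26875 ± 7206 normalized counts in spheroids and 22197 ± 13124 in 2D cultures (mean ± SD, n = 3 libraries each). The log2 fold change of 0.24 (standard error 0.67, adjusted p = 0.826) did not pass the threshold, and the libraries overlapped (exact Mann-Whitney p = 1). Without 2D replicate 3 the log2 fold change was -0.24 and without 2D replicate 1 it was 0.56, so single libraries set its direction. Lyz1 is a near-identical neighboring gene, so how many reads of Lyz2 passed the filter on mapping quality is uncertain.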

Notably, *Lyz2* (Lysozyme 2), mainly expressed in macrophages and only modestly upregulated in the vascularized adipose spheroids, has been shown to be increased in iWAT mouse models of genetic and diet-induced obesity and is negatively correlated with various adipocyte-related genes (50). Another macrophage marker increased in the vascularized adipose spheroids was *Cd14*, expressed in both macrophages and myeloid cells.

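Cd14 (ENSMUSG00000051439.8, chromosome 18 of GRCm39, 36858120 to 36859851) had 596 ± 88.5 normalized counts in spheroids against 252 ± 98.4 in 2D cultures (mean ± SD, n = 3 libraries each). Every spheroid library was above every 2D library (exact Mann-Whitney p = 0.1), but the log2 fold change of 1.21 (standard error 0.55, adjusted p = 0.12) did not pass edgeR's threshold. The gene was called by DESeq2's Wald test (log2 fold change 1.24) and in an edgeR fit to only the 6 unstimulated libraries (1.23); adjusted p ranged from 0.00126 to 0.597 over the alternatives.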

Adipocytes express and secrete hormones also known as adipokines, which act locally (autocrine/paracrine) and in circulation (endocrine) (51). 

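Lep (ENSMUSG00000059201.13, chromosome 6 of GRCm39, 29060219 to 29073876) had 5.28 ± 6.21 normalized counts in spheroids and 1.81 ± 2.43 in 2D cultures (mean ± SD, n = 3 libraries each), a log2 fold change of 1.53 (standard error 1.27, adjusted p = 0.357) that did not pass the threshold (exact Mann-Whitney p = 0.4). Without 3D replicate 2 it was -0.18 and without 2D replicate 2 it was 3.35. Cfd (ENSMUSG00000061780.7, chromosome 10, 79726687 to 79728489) rose from 1103 ± 177.3 normalized counts in 2D cultures to 5614 ± 1573 in spheroids (log2 fold change 2.31, standard error 0.47, adjusted p = 0.00379). Retn (ENSMUSG00000012705.17, chromosome 8, 3705770 to 3710110) rose from 1017 ± 238 to 7931 ± 197 (log2 fold change 2.93, standard error 0.27, adjusted p = 1.91e-06). Cfd and Retn were higher in all 3 spheroid libraries than in any 2D library (exact Mann-Whitney p = 0.1).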

*Lep* (Leptin), *Cfd* (Adipsin), and *Retn* (Resistin), were upregulated in the vascularized adipose spheroids (**Figure 3D**). Additionally, *Fgf21* (Fibroblast growth factor 21), an adipokine primarily produced by the liver, but with an additional, cell-intrinsic role in browning of WAT was also upregulated in the spheroids (52).

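Fgf21 (ENSMUSG00000030827.6, chromosome 7 of GRCm39, 45263310 to 45264914) had 49.1 ± 2.39 normalized counts in spheroids and 15.9 ± 6.44 in 2D cultures (mean ± SD, n = 3 libraries each), with all 3 spheroid libraries above the 2D libraries. The log2 fold change of 1.60 (standard error 0.43, adjusted p = 0.00451) passed the threshold in edgeR's test. In DESeq2's test against a fold change of 1.5 it did not (log2 fold change 1.64, adjusted p = 0.0594; range over the alternatives 2.38e-05 to 0.0594).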

Like the angiogenic markers shown in **Figure 3B**, ECM markers (**Figure 3E**) were upregulated exclusively in the 2D cultures compared to the vascularized adipose spheroids. 

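Genes of fibrillar collagens and other matrix proteins, a list of 31 of which 7 are also in another list, were lower in spheroids without exception. All 31 passed the threshold over all genes tested, as did 31 adjusted over the list alone. The median log2 fold change was -3.10 (interquartile range -3.91 to -2.56; camera adjusted p = 1.52e-42).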

During adipogenesis, the ECM evolves from a fibrillar to a laminar structure, and mature adipocytes spend substantial amounts of chemical energy on ECM maintenance, a process regulated by insulin, energy metabolism, and mechanical forces (53). Core proteins of the adipocyte ECM (53, 54), such as *Col1a1* (Collagen type I alpha 1 chain), *Col6a3* (Collagen type VI alpha 3 chain), *Fn1* (Fibronectin 1), and *Lama4* (Laminin subunit alpha 4), were all increased in the 2D cultures, highlighting the potential endogenous ECM production in the 2D cultures.

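Col1a1 (ENSMUSG00000001506.11, chromosome 11 of GRCm39, 94827050 to 94843868) had 384138 ± 26057 normalized counts in 2D cultures and 33088 ± 17068 in spheroids (mean ± SD, n = 3 libraries each, log2 fold change -3.58, standard error 0.31, adjusted p = 7.49e-07). Fn1 (ENSMUSG00000026193.16, chromosome 1, 71624679 to 71692359) had 262937 ± 14662 and 39194 ± 8172 (log2 fold change -2.78, adjusted p = 6.99e-14), and 2.50% of its exon length overlaps Apol7d. Col6a3 (ENSMUSG00000048126.17, chromosome 1, 90693645 to 90771693) had 69136 ± 2887 and 36296 ± 15712 (log2 fold change -0.97, adjusted p = 0.00152). These 3 genes were lower in every spheroid library than in any 2D library, but Col6a3 was not called when the test was against a fold change of 1.5, in edgeR (-0.97) or DESeq2 (-0.93; adjusted p 1.14e-08 to 0.392 over the alternatives). Lama4 (ENSMUSG00000019846.12, chromosome 10, 38841511 to 38986184) had 16272 ± 766 in 2D cultures and 14249 ± 2435 in spheroids; its log2 fold change of -0.22 (standard error 0.13, adjusted p = 0.202, exact Mann-Whitney p = 0.4) did not pass, nor under any alternative tried, and was -0.08 without 3D replicate 1 and -0.39 without 3D replicate 2.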

Thus, our results showed upregulation of endogenous ECM and endothelial genes in 2D cultures, whereas the vascularized adipose spheroids showed transcriptional upregulation of adipogenic and thermogenic genes, indicating that adipocytes within the spheroids were more mature.

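Of 18 markers of thermogenic adipocytes, 15 were called higher and 3 lower in spheroids (18 over all genes tested, 18 adjusted over the list alone), with a median log2 fold change of 2.21 (camera adjusted p = 4.05e-11). Among these, Ucp1 (ENSMUSG00000031710.5, chromosome 8 of GRCm39, 84016981 to 84025081) had 59.5 ± 22.0 normalized counts in spheroids and 7.72 ± 2.26 in 2D cultures (mean ± SD, n = 3 libraries each, log2 fold change 2.94, standard error 0.31, adjusted p = 1.06e-08), with all 3 spheroid libraries above the 2D libraries. Of 15 basement membrane genes, 13 were lower, 10 past the threshold over all genes tested and 10 adjusted over the list alone (median -1.28, camera adjusted p = 3.46e-09). From the higher expression of adipogenic and thermogenic genes in spheroids, the paper proposes that the adipocytes in them were more mature.

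**Figure D1:**
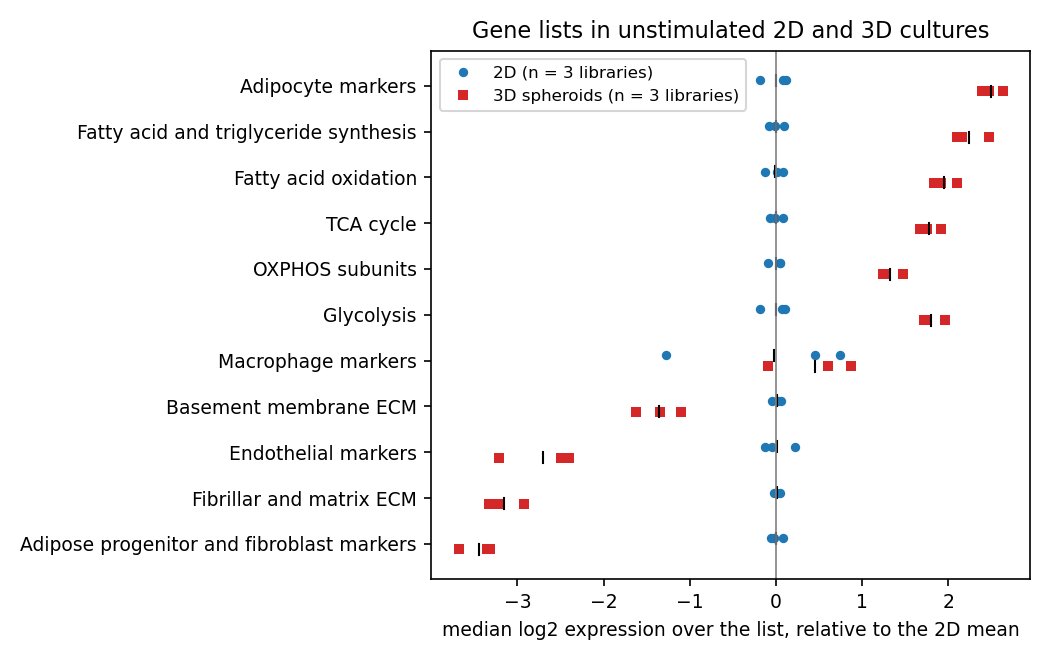
Median log2 expression of the genes of 11 lists in each unstimulated library, relative to the mean of the 3 2D libraries. Circles are 2D libraries, squares are spheroid libraries and black lines are group means; for the adipocyte markers the medians rise and for the fibrillar matrix genes they fall in all 3 spheroid libraries.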

### 3.4 β-AR activation of vascularized beige adipose spheroids reveals more profound thermogenic response than 2D cultures

Based on our findings of enriched pathways encompassing oxidative phosphorylation, thermogenesis, and the TCA cycle together with increased expression of the β3-adrenergic receptor in the vascularized adipose spheroids, we next asked if vascularized adipose spheroids represent a more physiological relevant system for induction of thermogenesis. Thus, we utilized the synthetic pan-β-adrenergic agonist Isoproterenol (ISO), which has been shown to upregulate UCP1 and thermogenesis in adipocytes (55), and conducted RNA sequencing of stimulated versus unstimulated vascularized adipose spheroids and 2D cultures.

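ISO was given at 1 μM for 6 h to 3 2D cultures and 3 samples of spheroids, which were otherwise cultured and sequenced like the unstimulated ones. The stimulated 2D libraries held 11919810 to 33035033 counted read pairs (median 29862655) and the stimulated spheroid libraries 12531266 to 28234811 (median 15629671). The effect of ISO was tested in each format as stimulated against unstimulated libraries in the same 12-library edgeR fit, and log2 fold changes for ISO are stimulated relative to unstimulated. Whether the effect of ISO differed between the formats was tested as an interaction, the log2 fold change with ISO in spheroids minus that in 2D cultures.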

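Over all 12 libraries, the first principal component held 81.1% of the variance and separated the formats. The second held 14.8% and ordered the libraries by ISO within each format. On it the spheroid libraries scored 17.4 ± 0.846 without and -20.2 ± 3.14 with ISO, and the 2D libraries 7.50 ± 1.93 without and -4.68 ± 5.04 with ISO (mean ± SD, n = 3). The shift with ISO was thus -37.6 in spheroids and -12.2 in 2D cultures, a ratio of 3.09. By replicate number the 2D shifts were -14.3, -13.6 and -8.57, each larger than the SD of its unstimulated group. Spheroids also moved by 10.3 on the first component, 14.4% of the distance to the 2D cultures. Leaving out each library in turn moved the share of the second component most, to between 10.6% and 16.4%.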

To visualize the complexity of our data, the impact of ISO was assessed using PCA, revealing that stimulation with ISO explains 14% of the variance between the vascularized adipose spheroids, while little transcriptional effects were observed in 2D cultures (**Figure 4A**). 

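The 11581 genes called in any comparison of the 4 groups were divided by k-means into 6 clusters of scaled variance-stabilized counts, here labelled A to F. A cluster was matched to the paper's clusters only by the genes shown in Figure 5. Cluster A (3095 genes) was highest in 2D cultures and held the 3 genes of the paper's C1 and 1 of C2, Thbs2, and 18.0% of its genes were called with ISO in spheroids and 0.517% in 2D cultures. Cluster B (1205 genes) was lowest in unstimulated spheroids and held the other genes of C2, Cd44 and Cxcl14, and 78.8% of its genes were called with ISO in spheroids and 3.40% in 2D cultures. Its scaled mean in spheroids rose from -1.29 to 0.59 with ISO. Cluster F (3143 genes) was highest in unstimulated spheroids and held Aqp7 and Map3k5 of C3, and 22.3% of its genes were called with ISO in spheroids and 1.78% in 2D cultures. Ward.D2 clustering of the same genes, the alternative that moved the clusters most, gave an adjusted Rand index of 0.444 with them.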

Subsequently, heatmap representation provided a visual overview of our DEGs (**Figure 4B**): Cluster (C)1 and C2 contained genes enriched in the 2D cultures, but these genes were mainly ISO-independent, similarly C3 represented genes enriched in the vascularized adipose spheroids, but also ISO-independent (a complete list of differentially expressed genes and gene IDs associated with each cluster are included as **Supplementary Table S2**. On the other hand, C4 and C5 represented ISO-induced genes enriched in the vascularized adipose spheroids, whereas C6 mainly comprised ISO-independent genes enriched in the spheroids. Collectively, the 2D cultures responded to ISO stimulation to a lower degree than the vascularized adipose spheroids, but specific gene sets were subject to adrenergic stimulation in the 3D model system.

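Cluster D (1582 genes) held the 6 genes shown for the paper's C4 and C5, together with Angptl4 of C3. Its scaled mean rose from -0.08 to 1.24 with ISO in spheroids and from -0.64 to -0.52 in 2D cultures, and 42.9% of its genes were called with ISO in spheroids. Of the genes shown for C6, Aco1 and Insr fell in cluster F and Fasn in cluster E (1358 genes), whose scaled mean in spheroids went from 1.31 to -0.41 with ISO, and 64.7% of whose genes were called with ISO in spheroids. Cluster C (1198 genes) held none of the genes shown, and 29.9% of its genes were called with ISO in spheroids. Under ISO, 6437 genes were called between the formats, 3455 of them higher in spheroids and 2982 lower. DESeq2's test against a fold change of 1.5 moved this number most, to 2895.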

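In 2D cultures 200 genes were called with ISO (96 higher, 104 lower, 186 protein coding) and in spheroids 4124 (2183 higher, 1941 lower, 3686 protein coding). Of these, 160 were called in both formats. Stimulated and unstimulated libraries did not overlap in 200 of the genes called in 2D cultures and in 3896 in spheroids, which were selected for a difference between the same libraries. The interaction called 1717 genes, 1586 of them also called with ISO in spheroids and 63 in 2D cultures. Tests against a fold change of 1.5 lowered these numbers, to as few as 52 genes in 2D cultures (edgeR's glmTreat), 958 in spheroids and 276 for the interaction (DESeq2). Whether rises or falls were more numerous in spheroids depended on the setting. There were 2056 higher and 2363 lower with no low-count filter, and 1960 and 2182 with filterByExpr. With library size only there were 2436 higher and 1604 lower, and in DESeq2's test against a fold change of 1.5 678 and 280. In 2D cultures the number was 386 with no low-count filter and 312 with DESeq2's Wald test. The number in 2D cultures also depended on single libraries: it was 117 without 2D_ISO replicate 1, 63 higher and 55 lower without 2D replicate 1, 61 and 65 without 2D_ISO replicate 2, 159 and 105 without 2D_ISO replicate 3, and 62 and 154 without 2D replicate 3. In DESeq2's test against a fold change of 1.5 it was 49 higher and 17 lower. With the replicate number as a block within each format, an alternative chosen after seeing the data, it was 471. Over 12218 genes with a mean count of at least 50, the median absolute log2 fold change with ISO was 0.11 in 2D cultures and 0.40 in spheroids. Across the 4164 genes called in either format, the changes in 2D cultures and spheroids had a Pearson r of 0.422 and a Spearman rho of 0.546, with the same sign in 76.5% of genes and a larger change in spheroids in 96.7%; genes are not independent replicates. Most of these were called in spheroids only, which favors larger changes there. The change was larger in spheroids in 72.5% of the 160 genes called in both, where r was 0.884, and in 58.5% of the 200 called in 2D cultures, where r was 0.784.

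**Figure D2:**
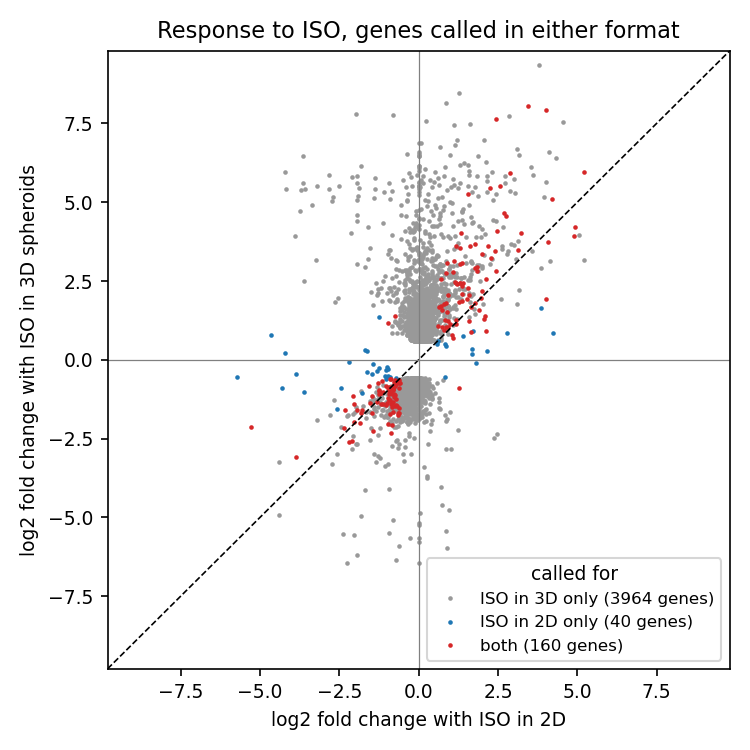
Log2 fold change with ISO in 2D cultures (horizontal axis) and in spheroids (vertical axis) for the 4164 genes called in either format, with the dashed line marking equal changes. 3964 genes were called in spheroids only, 40 in 2D cultures only and 160 in both.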

**Figure 4:**
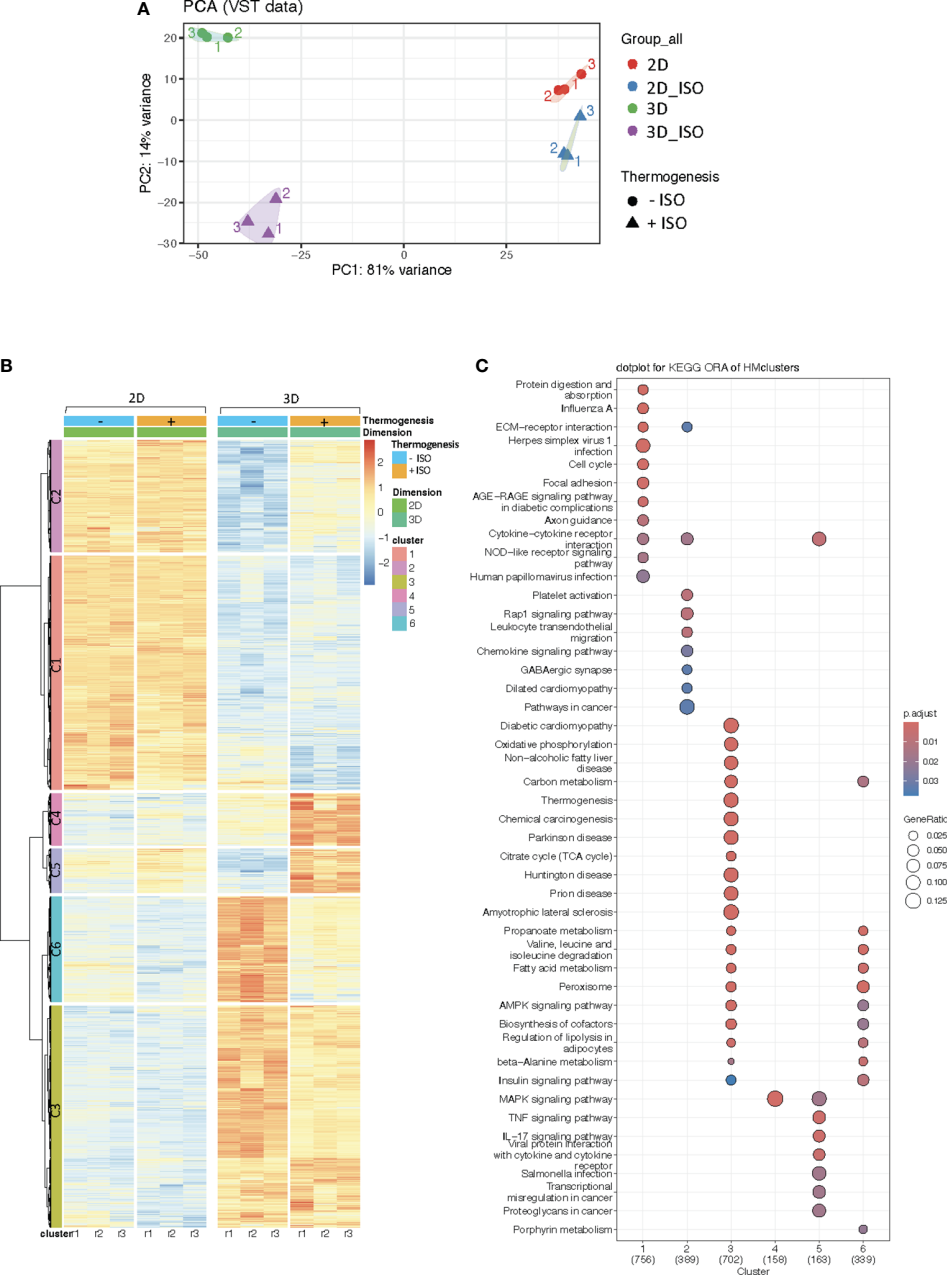
**(A)** Principal Component Analysis (PCA) plot of RNA sequencing data from 2D cultures and vascularized adipose spheroids (3D) +/- Isoproterenol (ISO) stimulation. **(B)** Heatmap of differentially expressed genes (DEG) in 3D vs 2D cultures +/- ISO. **(C)** KEGG Overrepresentation Analysis (ORA) dotplot of pathway enriched genes within each cluster of the heatmap. n = 3. Only genes with a *p*-adjusted value of < 0.05 and a fold change > 1.5 were considered as DEG.

ORA analysis demonstrated that genes enriched in C1 and C2 mainly belong to pathways such as protein digestion and absorption, ECM-receptor interaction, focal adhesion, and cytokine-cytokine receptor interaction (**Figure 4C**), resembling the pattern shown in **Figure 2C** for downregulated genes in vascularized adipose spheroids versus 2D cultures. 

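With ISO, 22 of the 31 fibrillar matrix genes were higher in spheroids, with a median log2 fold change of 0.23 (camera adjusted p = 0.00428); 4 passed the threshold over all genes tested and 4 adjusted over the list alone. For ISO in spheroids 13 of 22 lists passed camera. The lists for fatty acid and triglyceride synthesis, cyclic AMP response, cytokines and MAPK signaling held with the correlation estimated from the data, and all but those for glycolysis, fibrillar matrix and skeletal muscle held in fry. The fibrillar matrix list did not pass camera without 3D replicate 1 (median -0.01), 3D_ISO replicate 2 (0.05) or 3D replicate 3 (0.13). In 2D cultures its median was -0.05 (camera adjusted p = 0.898), 0 genes passed on either adjustment and 2 had an unadjusted p under 0.05. The basement membrane list had a median of 0.03 in spheroids (camera adjusted p = 0.524; 3 of 15 past the threshold, 3 adjusted over the list alone) and -0.02 in 2D cultures (camera adjusted p = 0.731; 0 past it, 1 with an unadjusted p under 0.05). In spheroids it passed camera without 3D replicate 2 (0.28).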

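Of 50 genes of mitogen-activated protein kinase (MAPK) signaling, 18 were called higher and 5 lower with ISO in spheroids (23 in all adjusted over the list alone). Their median log2 fold change was 0.22 (camera adjusted p = 7.74e-06), or 0.27 with 1 gene at the count floor left out and 0.12 without 3D_ISO replicate 1. In 2D cultures 1 passed the threshold on either adjustment (median -0.02, camera adjusted p = 0.507). For cytokines and their receptors, 26 of 47 genes were called higher and 1 lower with ISO in spheroids, 30 in all adjusted over the list alone (median 1.77, 1.75 with genes at the floor set to their bound; camera adjusted p = 2.54e-20). In 2D cultures 2 cytokine genes passed over all genes tested and 6 adjusted over the list alone, with a median of 0.05 and a camera adjusted p of 0.0855. With the replicate number as a block the latter was 0.0437, past the threshold, and the list also passed camera without 2D replicate 1 (median 0.07), 2D replicate 2 (0.09) or 2D_ISO replicate 3 (0.12). The Reactome set of MAPK targets was not over-represented among the genes higher in unstimulated spheroids (6 of 25 genes, adjusted p = 1).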

Interestingly, genes in C4 and C5 were involved in pathways such as MAPK (Mitogen-activated protein kinase), cytokine-cytokine receptor interaction, and immune signaling pathways (**Figure 4C**), likely reflecting the notion that MAPK has been implicated in non-shivering thermogenesis and adipocyte beiging. Additionally, C6 comprised genes enriched in pathways mainly related to fatty acid metabolism, insulin signaling, and regulation of lipolysis (**Figure 4C**). This cluster partially overlaps with C3, comprising genes upregulated in the vascularized adipose spheroids and enriched in some of the same pathways as C6, but also in oxidative phosphorylation, thermogenesis, and the TCA cycle (**Figure 4C**), demonstrating similarities to the pathways shown in **Figure 2C** for upregulated genes in the vascularized adipose spheroids.

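With ISO, 18 of 19 genes of fatty acid and triglyceride synthesis were lower in spheroids (median log2 fold change -1.01, camera adjusted p = 1.89e-22), and 17 passed the threshold over all genes tested and 17 adjusted over the list alone. In 2D cultures 17 were lower (median -0.33, camera adjusted p = 7.64e-11), 6 called lower and 1 higher, or 9 adjusted over the list alone. Camera passed 7 of 22 lists for ISO in 2D cultures. None of them held in fry (adjusted p from 0.0507; 6 lists at an unadjusted p under 0.05) or with an estimated correlation (6 lists). With the replicate number as a block, a choice made after seeing the data for these tests, 1 list passed fry, that of pericyte and smooth muscle markers (median -0.48, adjusted p = 0.00138), and 0 the test with an estimated correlation (5 lists at an unadjusted p under 0.05). All 23 fatty acid oxidation genes were lower with ISO in spheroids, with a median of -0.83 (camera adjusted p = 5.81e-18), and 18 passed on either adjustment. In 2D cultures their median was -0.04 (camera adjusted p = 0.416; -0.12 and past the threshold without 2D replicate 3) and 1 passed. The unstimulated differences in these lists are larger than the changes with ISO and of the opposite sign.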

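In spheroids 71 of 73 OXPHOS genes and all 22 TCA genes were lower with ISO than without. The median log2 fold changes were -0.54 (camera adjusted p = 3.56e-17) and -0.62 (camera adjusted p = 4.3e-12). Past the threshold were 28 OXPHOS and 11 TCA genes, over all genes tested and adjusted over the list alone. In 2D cultures the medians were -0.01 (camera adjusted p = 0.681) and -0.03 (camera adjusted p = 0.731), and 0 genes of either list passed, with 1 OXPHOS and 1 TCA genes at an unadjusted p under 0.05. The OXPHOS list leaves out the 13 mitochondrially encoded genes. With ISO in spheroids their median was 0.53, opposite in sign, and did not pass (camera adjusted p = 0.304).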

### 3.5 Comparative transcriptional profiling of thermogenically activated vascularized adipose spheroids and 2D cultures

Examining selected genes from each cluster, we found that *Vcam1* (Vascular cell adhesion molecule 1), *Col4a1* (Collagen type IV alpha 1 chain), *Bmp8a* (Bone morphogenetic protein 8a), and *Thbs2* in C1 and C2 (mainly ISO-independent clusters) (**Figures 5A, B**), associated with pathways like focal adhesion and ECM-receptor interaction, were upregulated in the 2D cultures, corroborating our analysis in **Figures 2C** and **4C** and reflecting the endogenous ECM production and immune processes taking place in the 2D cultures. 

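Vcam1 (ENSMUSG00000027962.15, chromosome 3 of GRCm39, 115903598 to 115923337) had 1899.6 ± 319 normalized counts in 2D, 1672 ± 228 in 2D with ISO, 173 ± 14.5 in 3D and 177.3 ± 59.5 in 3D with ISO (mean ± SD, n = 3 libraries each). Unstimulated spheroids differed from 2D cultures by a log2 fold change of -3.48 (adjusted p = 6.9e-12), and the changes with ISO were -0.21 in 2D (adjusted p = 0.914; -0.33 to -0.10 with single libraries left out) and 0.02 in 3D (adjusted p = 0.96). The last took either sign, at -0.17 to 0.26 with single libraries left out and -0.16 with all libraries thinned to one depth. Col4a1 (ENSMUSG00000031502.12, chromosome 8, 11248423 to 11362826) had, in the same order, 234680.0 ± 24054, 242020.0 ± 21778, 85591 ± 24828 and 98242 ± 14802, with -1.49 for spheroids relative to 2D (adjusted p = 6.32e-08), 0.01 with ISO in 2D (adjusted p = 1; -0.09 to 0.08 with single libraries left out) and 0.20 in 3D (adjusted p = 0.442; 0.04 to 0.46 likewise). Bmp8a (ENSMUSG00000032726.13, chromosome 4, 123206438 to 123237045) had 181 ± 31.2, 186 ± 42.0, 35.6 ± 6.03 and 64.7 ± 7.80. It was lower in spheroids (log2 fold change -2.34, adjusted p = 2.94e-08) and higher with ISO in 3D (0.83, adjusted p = 0.0238). That call was lost without 3D_ISO replicate 1 (0.84), 3D replicate 3 (0.74) or 3D_ISO replicate 3 (0.73), with adjusted p of 0.0299 to 0.0948, in both tests against a fold change of 1.5 and in a fit to only the 6 spheroid libraries. With ISO in 2D it changed by 0.01 (adjusted p = 1; -0.20 to 0.15 with single libraries left out). Thbs2 had 117716 ± 16542 normalized counts in 2D and 20507 ± 2449 in 3D with ISO, log2 fold changes of 0.16 (adjusted p = 0.948) and 1.99 (adjusted p = 2.97e-09). Its interaction was 1.83 (standard error 0.24, adjusted p = 1.15e-05). The differences between unstimulated formats of Vcam1, Col4a1 and Bmp8a, and the rise of Bmp8a and Thbs2 with ISO in 3D, held in all 3 libraries of one group against all 3 of the other.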

Whereas *Cd44* and *Cxcl14*, in pathways related to cytokine-cytokine interaction, were upregulated in the 2D cultures, and responded to ISO stimulation. 

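Cd44 (ENSMUSG00000005087.18, chromosome 2 of GRCm39, 102641486 to 102732010) had 2422 ± 201 normalized counts in 2D, 3428 ± 477 in 2D with ISO, 641 ± 65.7 in 3D and 3073 ± 565 in 3D with ISO (mean ± SD, n = 3 libraries each). Without ISO it was lower in spheroids (log2 fold change -1.95, adjusted p = 1.23e-11). With ISO it rose by 2.26 on the log2 scale in spheroids (adjusted p = 1.15e-11) and by 0.47 in 2D cultures, where it did not pass the threshold (adjusted p = 0.123), and the interaction was 1.79 (adjusted p = 1.03e-06). Of its exon length 3.00% overlaps Gm57471. Cxcl14 (ENSMUSG00000021508.12, chromosome 13, 56436456 to 56444364) had, in the same order, 706 ± 191, 1526 ± 560.3, 117 ± 71.8 and 798 ± 143, with -2.56 for spheroids relative to 2D (adjusted p = 0.00124) and 2.71 with ISO in spheroids (adjusted p = 0.00197). Its rise with ISO in 2D cultures, 1.07, was not called (adjusted p = 0.521), but was with the replicate number as a block (1.054, or 1.054 within each format, an alternative chosen after seeing the data; adjusted p 0.000224 to 1 over the alternatives). The interaction of 1.64 (adjusted p = 0.149) was called with the former block (1.81) and the latter, by DESeq2's Wald test (1.65) and without 3D replicate 2 (2.36). For both genes all 3 stimulated libraries were above all 3 unstimulated ones in each format.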

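Of genes with roles in signaling, Flt1 (ENSMUSG00000029648.14, chromosome 5 of GRCm39, 147498414 to 147662821) had 1459 ± 215.2 normalized counts in 2D, 1410.0 ± 265 in 2D with ISO, 1328 ± 210.4 in 3D and 2961 ± 637 in 3D with ISO (mean ± SD, n = 3 libraries each). The log2 fold change with ISO was 1.15 in spheroids (adjusted p = 1.57e-05) and -0.09 in 2D cultures (adjusted p = 1; 0.08 without 2D replicate 2). The interaction, 1.24 (adjusted p = 0.00146), was lost in both tests against a fold change of 1.5. Ccr1 (ENSMUSG00000025804.6, chromosome 9, 123762161 to 123768729) had, in the same order, 131 ± 63.2, 391 ± 235, 121.4 ± 44.7 and 1016 ± 255, a log2 fold change of 3.06 in spheroids (adjusted p = 0.0076) and 1.51 in 2D cultures (adjusted p = 0.59), with an interaction of 1.55 (adjusted p = 0.358). With the replicate number as a block within each format, chosen after seeing the data, both the change in 2D cultures (1.46) and the interaction (1.60) were called. Map3k8 (ENSMUSG00000024235.12, chromosome 18, 4331327 to 4353015) had 201 ± 20.5, 163.03 ± 20.7, 145 ± 26.8 and 392 ± 85.2, with 1.43 in spheroids (adjusted p = 7.17e-06), -0.35 in 2D cultures (adjusted p = 0.761) and an interaction of 1.77 (adjusted p = 0.000198). Map3k9 (ENSMUSG00000042724.9, chromosome 12, 81767784 to 81827949) had 5.43 ± 2.85, 4.07 ± 2.17, 15.0 ± 10.0 and 48.3 ± 12.1. Its rise in spheroids (1.63, adjusted p = 0.0292) was lost in both tests against a fold change of 1.5 and without 3D replicate 1 (1.15), 3D replicate 3 (1.66), 3D_ISO replicate 2 (1.57) or 3D_ISO replicate 3 (1.47), with adjusted p of 0.0142 to 0.152. In 2D cultures it was -0.49 (-1.11 to -0.08 with single libraries left out, adjusted p = 0.992) and the interaction 2.11 (adjusted p = 0.17). Jun (ENSMUSG00000052684.5, chromosome 4, 94937271 to 94940459) had 1509 ± 99.9, 1722 ± 231, 3005 ± 250.2 and 20778 ± 3239.8, a log2 fold change of 2.78 in spheroids (adjusted p = 2.43e-13) and 0.16 in 2D cultures (0.08 to 0.25 likewise, adjusted p = 0.93), with an interaction of 2.63 (adjusted p = 2.9e-09). The antisense gene Junos overlaps 7.28% of its exon length. In spheroids all 3 stimulated libraries of each gene were above the unstimulated ones.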

In C4 and C5 (ISO-induced clusters) (**Figures 5D, E**), the expression of *Flt1* (VEGF receptor 1), Ccr1 (CC motif chemokine receptor 1), *Map3k* (Mitogen-activated protein kinase kinase kinase) isoforms and the JNK (c-Jun N-terminal kinase) pathway downstream target *Jun* (Transcription factor AP-1 subunit Jun) were increased in the vascularized adipose spheroids. In addition, the expression of *Fgf23* (Fibroblast growth factor 23) is upregulated solely in the vascularized adipose spheroids in response to ISO. 

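Fgf23 (ENSMUSG00000000182.10, chromosome 6 of GRCm39, 127049865 to 127058371) had 8.02 ± 7.33 normalized counts in 2D, 12.2 ± 9.74 in 2D with ISO, 6.29 ± 7.44 in 3D and 85.2 ± 34.9 in 3D with ISO (mean ± SD, n = 3 libraries each). The log2 fold change with ISO was 3.47 in spheroids (standard error 0.73, adjusted p = 0.00188), where all 3 stimulated libraries were above the unstimulated ones (5.46 without 3D replicate 2), and 0.34 in 2D cultures (standard error 0.82, adjusted p = 1). The change in 2D cultures was -0.32 without 2D_ISO replicate 2, -0.02 without 2D replicate 3 and 1.45 without 2D replicate 2. The interaction of 3.13 did not pass the threshold (adjusted p = 0.0975; 1.96 without 2D replicate 2). It did with the replicate number as a block (3.44, or 3.31 within each format, chosen after seeing the data), by DESeq2's Wald test (3.11), with no low-count filter (3.01) and without 3D replicate 2 (5.14) or 2D_ISO replicate 2 (3.79); adjusted p ranged from 0.00243 to 0.577 over the alternatives other than leaving out a library.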

In C6 (ISO-independent cluster) (**Figure 5F**). 

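Aco1 (ENSMUSG00000028405.10, chromosome 4 of GRCm39, 40143081 to 40198338) had 3206 ± 127.9 normalized counts in 2D, 2813 ± 38.3 in 2D with ISO, 9899.9 ± 1419 in 3D and 4619.9 ± 574 in 3D with ISO (mean ± SD, n = 3 libraries each). With ISO the log2 fold change was -1.10 in spheroids (adjusted p = 3.03e-07) and -0.22 in 2D cultures (adjusted p = 0.744), with an interaction of -0.88 (adjusted p = 0.00217). Insr (ENSMUSG00000005534.11, chromosome 8, 3172061 to 3329617) had, in the same order, 2636 ± 171, 2304 ± 149, 7004 ± 527 and 3627 ± 444, with -0.95 in spheroids (adjusted p = 2.14e-06), -0.23 in 2D cultures (adjusted p = 0.722) and an interaction of -0.73 (adjusted p = 0.00943). Both interactions were lost in the tests against a fold change of 1.5. Fasn (ENSMUSG00000025153.10, chromosome 11, 120696672 to 120715373) had 39395 ± 7078, 21641 ± 2702, 174524 ± 46179 and 53379 ± 10858, a log2 fold change of -1.71 in spheroids (adjusted p = 3.78e-07) and -0.90 in 2D cultures (adjusted p = 0.0119). The call of Fasn in 2D cultures was lost in both tests against a fold change of 1.5 and without 2D replicate 1 (-0.75), 2D replicate 2 (-0.88), 2D_ISO replicate 2 (-0.87) or 2D_ISO replicate 3 (-0.83), with adjusted p of 0.00547 to 0.106. Its interaction of -0.81 did not pass (adjusted p = 0.0574) but did with the replicate number as a block (-0.80) or as a block within each format (-0.81, chosen after seeing the data), in DESeq2's Wald test (-0.84), with DESeq2's size factors (-0.84), library size only (-0.78), no low-count filter (-0.91) or thinned libraries (-0.87), and without 3D replicate 1 (-0.95), 3D replicate 3 (-0.94), 2D replicate 1 (-0.96) or 3D_ISO replicate 2 (-0.999), with adjusted p of 1.37e-05 to 1 over the alternatives other than leaving out a library. Unstimulated spheroids were above 2D cultures by 1.60, 1.38 and 2.11 for Aco1, Insr and Fasn (adjusted p = 8.87e-11, 8.97e-10 and 3.02e-09). All 3 stimulated libraries were below the unstimulated ones for each gene in each format.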

*Aco1* (Aconitase 1), *Insr* (Insulin receptor), and *Fasn* (Fatty acid synthase) showed unchanged gene expressions in 2D cultures and decreased expressions in vascularized adipose spheroids. *Aco1* regulates iron homeostasis, impacting adipogenic genes such as *Adipoq* (56). INSR mediates insulin signaling in AT, affecting *Fasn* expression.

**Figure 5:**
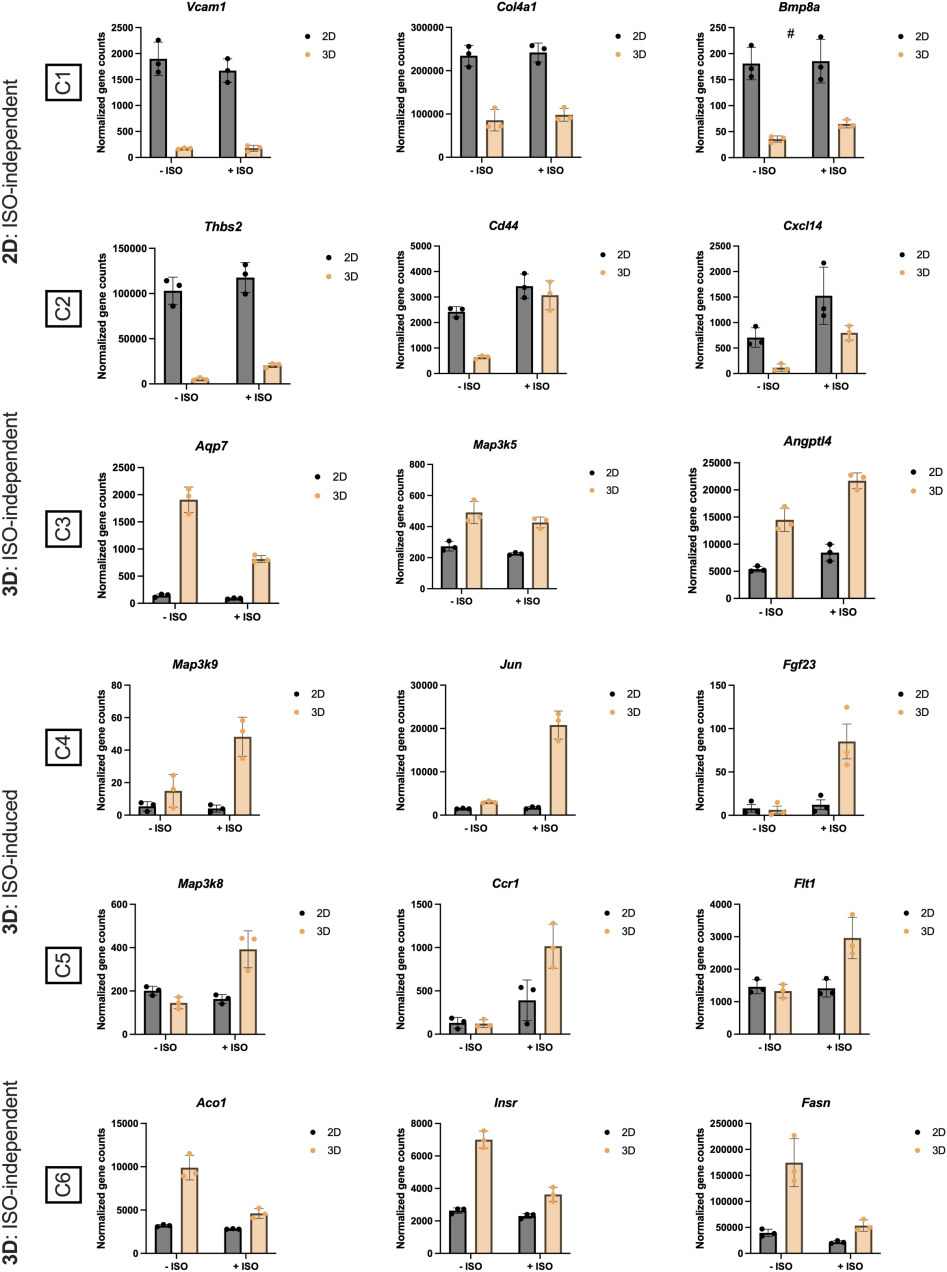
Normalized gene counts derived from the heatmap clusters (C), presented in **Figure 4B**, of 2D and 3D +/- isoproterenol (ISO) stimulated cultures. n = 3. Data is presented as means ± standard deviation (SD), except for *Fgf23*, which is presented as means ± standard error of mean (SEM). Statistics were calculated using unpaired, non-parametric *t*-test followed by Mann-Whitney, # indicates *p* = 0.1.

In C3 (mainly ISO-independent cluster) (**Figure 5C**), expression of *Aqp7* (Aquaporin 7), facilitating glycerol efflux (57), was decreased in vascularized adipose spheroids, while *Angptl4* (Angiopoietin like 4) increased mildly in response to ISO, regulating lipid partitioning (58). 

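Aqp7 (ENSMUSG00000028427.14, chromosome 4 of GRCm39, 41033074 to 41048139) had 144 ± 28.9 normalized counts in 2D, 87.6 ± 11.2 in 2D with ISO, 1909 ± 235 in 3D and 816 ± 65.3 in 3D with ISO (mean ± SD, n = 3 libraries each). With ISO it fell in spheroids (log2 fold change -1.23, adjusted p = 6.49e-07) and in 2D cultures (-0.71, adjusted p = 0.0367), in all 3 libraries of each. The call in 2D cultures held with single libraries left out only without 2D replicate 1 (-0.87; adjusted p 0.013 to 0.288 over the 6 fits), and was lost in both tests against a fold change of 1.5, with edgeR's filterByExpr (-0.68) and in a fit to only the 6 2D libraries. Angptl4 (ENSMUSG00000002289.17, chromosome 17, 33992724 to 34000804) had, in the same order, 5403 ± 510.0, 8443 ± 1547, 14479.8 ± 2163 and 21691 ± 1449.5. With ISO its log2 fold change was 0.61 in 2D cultures (adjusted p = 0.0274) and 0.58 in spheroids (adjusted p = 0.00276), the latter just under the fold change threshold and so not called, with all stimulated libraries above the unstimulated ones in both. In spheroids it was called with the replicate number as a block (0.59, or 0.59 within each format, chosen after seeing the data), with library size only (0.64), in a fit to only the 6 spheroid libraries (0.61), and without 3D_ISO replicate 1 (0.60) or 3D replicate 2 (0.70). In 2D cultures the call was lost in the tests against a fold change of 1.5, in the fit to only the 6 2D libraries, and without 2D replicate 1 (0.56), 2D replicate 3 (0.56), 2D_ISO replicate 1 (0.61) or 2D_ISO replicate 2 (0.48). Without ISO, spheroids were above 2D cultures by 3.71 for Aqp7 (adjusted p = 1.9e-15) and 1.39 for Angptl4 (adjusted p = 7.47e-09).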

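Map3k5 (ENSMUSG00000071369.12, chromosome 10 of GRCm39, 19810218 to 20018499) had 273 ± 31.1 normalized counts in 2D, 225 ± 8.22 in 2D with ISO, 491 ± 71.0 in 3D and 427 ± 34.9 in 3D with ISO (mean ± SD, n = 3 libraries each). Without ISO the log2 fold change of spheroids relative to 2D cultures was 0.82 (standard error 0.16, adjusted p = 0.00016), with all 3 spheroid libraries above the 2D libraries (exact Mann-Whitney p = 0.1). It was not called when the test was against a fold change of 1.5, in edgeR (0.82) or DESeq2 (0.85; adjusted p 6.39e-07 to 0.323 over the alternatives). With ISO it changed by -0.21 in spheroids (adjusted p = 0.39; -0.33 to -0.09 with single libraries left out) and -0.31 in 2D cultures (adjusted p = 0.705; -0.38 to -0.18).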

Interestingly, *Map3k5* (also known as Ask1), involved in regulation of brown and beige adipocyte function (59), was independently of ISO-stimulation increased in the vascularized spheroids compared to the 2D cultures.

Thus, the vascularized adipose spheroids demonstrated more robust transcriptional effects following adrenergic stimulation than 2D cultures, reflected in the upregulation of known thermogenic pathways such as oxidative phosphorylation, thermogenesis, TCA cycle, but also less explored and gene sets like to MAPK signaling.

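Whether ISO acted differently in the formats was also tested for the 22 lists. The interaction of the 50 MAPK signaling genes had a median of 0.26 (camera adjusted p = 8.01e-06; 0.11 without 3D_ISO replicate 1), and 14 genes were called over all genes tested and 17 adjusted over the list alone. For OXPHOS and TCA genes it was negative, with medians of -0.52 (camera adjusted p = 4.48e-21) and -0.61 (camera adjusted p = 2.9e-13), since these fell with ISO in spheroids more than in 2D cultures. Called were 24 and 13 genes (28 and 13 adjusted over the list alone). For the 18 thermogenic markers it was -0.26, or -0.34 without genes at the count floor (camera adjusted p = 0.121; -0.33 and past the threshold without 3D replicate 2), with 6 genes called (7 adjusted over the list alone). Within each format, ISO raised 6 and lowered 7 of these markers in spheroids (median -0.25, camera adjusted p = 0.41) and raised 4 in 2D cultures (median 0.10, camera adjusted p = 7.11e-09; -0.04 without 2D replicate 3 and 0.44 without 2D_ISO replicate 1); adjusted over the list alone, 13 and 5 passed. Early response genes of cyclic AMP, the second messenger of β-adrenergic receptors, rose in both formats, by a median of 2.46 in spheroids (camera adjusted p = 7.2e-42; 17 of 20 called on either adjustment) and 0.46 in 2D cultures (camera adjusted p = 5.99e-19; 3 called, 6 adjusted over the list alone; 0.22 without 2D_ISO replicate 1). Their interaction was 1.89 (camera adjusted p = 9.95e-30). Of the 15 lists past camera for the interaction, 3 held with an estimated correlation (cyclic AMP, cytokines and MAPK) and 10 in fry, OXPHOS and TCA among them. Ucp1 rose with ISO to 812 ± 15.3 normalized counts in spheroids and 134 ± 19.6 in 2D cultures (mean ± SD, n = 3 libraries each), a 13.4-fold (log2 fold change 3.74, adjusted p = 6.54e-12) and a 16.9-fold change (4.08, adjusted p = 5.13e-09), in all 3 libraries of each, with an interaction of -0.34 that did not pass (adjusted p = 0.674; -0.52 to -0.12 with single libraries left out). From the expression data with and without ISO, the paper concludes that adrenergic stimulation had more robust transcriptional effects in spheroids, and names oxidative phosphorylation, thermogenesis, the TCA cycle and MAPK signaling among the pathways involved.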

### 3.6 Increased oxygen consumption in thermogenically activated vascularized adipose spheroids

Having established that our vascularized adipose spheroids transcriptionally showed enhanced induction of thermogenesis-related genes compared to 2D cultures, we next aimed to assess this functionally by measuring mitochondrial oxygen consumption using Oroboros Oxygraph-2K (O2k Oroboros Instruments). **Figure 6A** represents the workflow of the experiment. The 2D cultures were induced and differentiated until day seven, while the vascularized adipose spheroids were cultured as previously described in **Figure 1A**.

**Figure 6:**
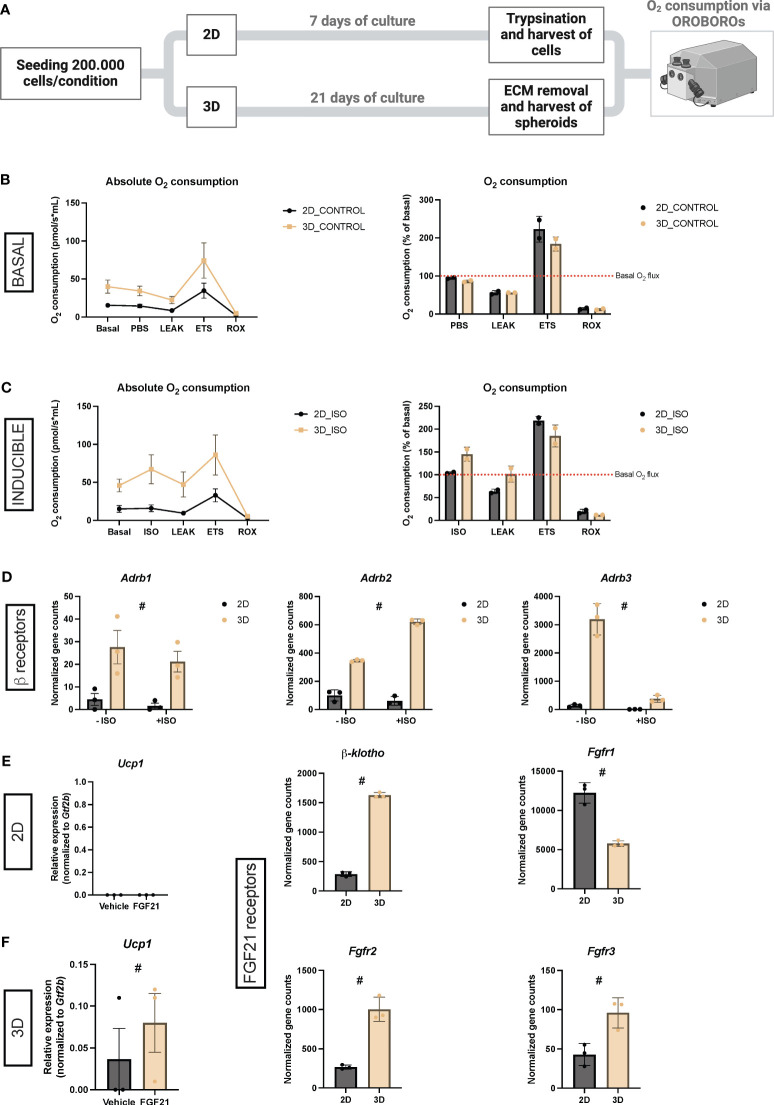
**(A)** Schematic workflow for measuring oxygen consumption via OROBOROs. **(B)** Unstimulated oxygen consumption in 2D cultures and vascularized adipose spheroids (3D) presented as absolute values or % of basal consumption. n = 2. **(C)** Isoproterenol (ISO)-stimulated oxygen consumption in 2D and 3D cultures presented as absolute values or % of basal consumption. n = 2. **(D)** Normalized gene counts of adrenergic β-receptors (*Adrb*) derived from the RNA sequencing data. n = 3. **(E)** Relative mRNA expression of the thermogenic marker *Ucp1* in 2D cultures and vascularized adipose spheroids. The mRNA expressions were normalized to *Gtf2b* expression. n = 3. **(F)** Normalized gene counts of FGF receptors (*Fgfr*) and its co-receptor, derived from the RNA sequencing data. n = 3. Data is presented as means ± standard deviation (SD), except for *Adrb1* and *Ucp1* (3D), which is presented as means ± standard error of mean (SEM). Statistics were calculated using unpaired, non-parametric *t*-test followed by Mann-Whitney, # indicates *p* = 0.1.

Overall, an increased oxygen consumption was observed in vascularized adipose spheroids compared to 2D cultures after normalization to basal oxygen consumption level (**Figure 6B**), reflecting that the 3D setup has a higher respiratory activity. Addition of oligomycin to inhibit ATP-synthase-linked respiration reduced oxygen consumption to a similar level in both 2D cultures and vascularized adipose spheroids compared to basal consumption, reflecting that coupled respiration in both systems. The addition of FCCP (carbonyl cyanide p-trifluoro methoxyphenylhydrazone), an uncoupler of the oxidative phosphorylation from ATP synthesis, showed that 2D cultures exhibited a 123% increase in maximal oxygen consumption over basal oxygen consumption, 39% more than vascularized adipose spheroids. Furthermore, to evaluate differences in the non-mitochondrial respiration, antimycin A, targeting the electron transport chain, was added, resulting in minimal oxygen consumption for both conditions. This suggests that the 2D cultures had a higher spare respiratory capacity than the vascularized adipose spheroids.

To induce thermogenesis in 2D cultures and vascularized adipose spheroids, the pan β-adrenergic agonist ISO was added to the chambers, resulting in a 45% increase in oxygen consumption over basal consumption for the vascularized adipose spheroids (**Figure 6C**). However, the addition of ISO had almost no effect (4.5% increase) on oxygen consumption in the 2D cultures. Oligomycin decreased oxygen consumption to basal levels in vascularized adipose spheroids and to even lower in 2D cultures. Again, when stimulated with FCCP, 2D cultures exhibited a higher maximal oxidative capacity than vascularized adipose spheroids. The stronger induction of oxygen consumption by ISO-stimulation in vascularized adipose spheroids could be partly explained by the increased expression of the adrenergic β-receptors – *Adrb1, 2* and *3 -* in the vascularized adipose spheroids, when looking at normalized gene counts from our RNA sequencing (**Figure 6D**).

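The β1-adrenergic receptor gene, Adrb1 (ENSMUSG00000035283.6, chromosome 19 of GRCm39, 56710631 to 56721545), had 27.6 ± 12.7 normalized counts in unstimulated spheroids and 4.47 ± 4.58 in 2D cultures (mean ± SD, n = 3 libraries each, log2 fold change 2.51, standard error 0.72, adjusted p = 0.00611). DESeq2's test against a fold change of 1.5 did not call it (2.58, adjusted p = 0.0546; range over the alternatives 0.000466 to 0.0546). All 3 spheroid libraries were above the 2D libraries. Adrb3 fell with ISO to 378 ± 119 normalized counts in spheroids and 8.56 ± 3.69 in 2D cultures, log2 fold changes of -3.09 (adjusted p = 3.47e-06) and -3.85 (adjusted p = 0.000305), in all 3 libraries of each.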

To assess the translatability of our system to study thermogenic effects of naturally occurring hormone, which typically do not cause substantial thermogenic activation of SVF-derived beige fat cells culticated in 2D, we conducted stimulations of 2D cultures and vascularized adipose spheroids with FGF21, a hormone recognized for its capacity to activate thermogenesis and UCP1 in AT (60). As shown in **Figure 6E**, FGF21 stimulation did not influence *Ucp1* mRNA expression in 2D cultures. Conversely, an observable Ucp induction was observed in spheroids, although not statistically significant (**Figure 6E**). This effect might be partly attributed to the increased expression of *Fgf* receptors (*Fgfr*) in the vascularized adipose spheroids showing *Fgfr2*, *Fgfr3*, and the essential FGF co-receptor *β-klotho* all upregulated in the spheroids compared to 2D cultures (**Figure 6F**).

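Fgfr2 (ENSMUSG00000030849.19, chromosome 7 of GRCm39, 129764181 to 132725079) had 1002 ± 155 normalized counts in unstimulated spheroids and 266 ± 27.4 in 2D cultures (mean ± SD, n = 3 libraries each, log2 fold change 1.88, standard error 0.17, adjusted p = 1.06e-09), and 3.04% of its exon length overlaps Ctbp2. Fgfr3 (ENSMUSG00000054252.19, chromosome 5, 33879018 to 33894412) had 95.9 ± 19.3 and 42.7 ± 13.9 (log2 fold change 1.14, standard error 0.31, adjusted p = 0.00436); 13.9% of its exon length overlaps the antisense gene G630022F23Rik, and it was not called when the test was against a fold change of 1.5 in edgeR or DESeq2 (adjusted p 0.00103 to 0.249 over the alternatives). The co-receptor β-klotho, Klb (ENSMUSG00000029195.11, chromosome 5, 65505657 to 65541350), had 1629 ± 42.7 and 286 ± 38.9 (log2 fold change 2.48, adjusted p = 1.63e-07). Fgfr1 (ENSMUSG00000031565.19, chromosome 8, 26003670 to 26065734) was lower in spheroids, at 5767 ± 359.8 against 12237 ± 1302 (log2 fold change -1.11, adjusted p = 4.01e-08), with 1.66% of its exon length shared with Gm16159. For each of the 4 genes the libraries of one format lay wholly on one side of those of the other.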

Thus, vascularized adipose spheroids showed increased oxygen consumption and enhanced thermogenic responses, functionally and transcriptionally, compared to 2D cultures.

## 4 Discussion

### 4.1 Adipocyte maturity is influenced by the stromal vascular microenvironment

Adipocyte maturation is influenced by the proximity of adipocytes to the vasculature (16, 36) and the crucial role of the ECM in facilitating adipocyte differentiation and growth signaling (14), which led us to hypothesize that both factors are essential for engineering AT *in vitro*. Despite the fact that adipose-derived endothelial cells synthesize and secrete ECM components themselves (38) and pre-adipocytes grown in suspension cultures or non-adherent surfaces self-assemble into spheroids (61–63), it has been shown in human subcutaneous WAT spheroids (35) that Matrigel-embedding induced vascular sprouts prior to adipocyte differentiation, providing an optimized growth and differentiation niche for the preadipocytes. Indeed, Matrigel-embedded vascularized adipose spheroids (**Figure 1B**) exhibited vascular sprouting, increased cell size (**Figures 1B, C**), and adipogenic gene expression (**Figure 1D**) compared to spheroids not embedded, which is consistent with results reported in the human model (35). This was despite, CD31^+^ endothelial cells were observed in spheroids cultured with and without Matrigel (**Figure 1B**) assisted by mRNA expression for endothelial markers in both (**Figure 1D**). This may be explained by the ability of adipose SVF cells to stimulate endothelial cell morphogenesis into branching vascular networks due to endogenous ECM secretion (64). In consistency with our workflow (**Figure 1A**), it has also been shown that using EGM prior to induction of adipogenesis preserves the SVF-resident endothelial cells and results in vascularized spheroids (34).

### 4.2 Endogenous ECM production as inducer of endothelial, but not metabolic genes

While it is possible to generate 3D adipose cultures without a scaffold and still maintain an enhanced expression of adipogenic genes (61–63), these models are suboptimal for studying angiogenesis. Vascularized adipose spheroids, generated from scaffold-embedded human AT, show increased adipokine secretion, lipid accumulation, glucose and lipolytic responses (35, 65–67). As our results suggested that incorporation of a scaffold supported angiogenic development and thereby enhanced adipogenesis, we hypothesized that our vascularized adipose spheroids were providing an optimized growth niche for adipocytes compared to 2D cultures. Despite the added complexity of including a matrix scaffold in the 3D spheroids, we believe it allows our model to reflect *in vivo* conditions more faithfully by ensuring optimal AT functionality through increased vascularization (68). DEGs in the vascularized adipose spheroids were associated with metabolic pathways, while downregulated genes were linked to ECM formation, cell signaling, and immune responses (**Figure 2B**) although these differential expression changes lack validation at the proteome level given the overall limited cell numbers and protein abundance in spheroids. KEGG and MSigDb ORA analysis highlighted enriched pathways in upregulated genes of the spheroids related to adipogenesis, oxidative phosphorylation, fatty acid metabolism, glycolysis, thermogenesis, and the TCA cycle (**Figures 2C, D**). Notably, expression of endothelial (**Figure 3B**) and ECM (**Figure 3E**) genes were increased in 2D cultures compared to the vascularized adipose spheroids, suggesting a potential positive role of endogenous ECM production, by the SVF, in stimulating endothelial cells (64). Based on our data, we speculate that the endogenous ECM secretion potentially is a stronger inducer of angiogenesis than exogenously added ECM, when looking solely at differences in endothelial and ECM gene expression between 2D cultures and vascularized adipose spheroids. For embryonic stem cells, it has been found that the endogenous ECM secretion is required for cell survival and differentiation, and inhibition of endogenous collagen production leads to a gradual loss of embryonic stem cells, which could not be rescued by addition of Matrigel (69). Moreover, ECM remodeling is a shared process by angiogenesis and inflammation, which directly and indirectly influence both processes. Proteolytic ECM molecules and fragments may act directly as an inflammatory stimulus by influencing immune cell activation and survival, besides proper tissue repair. Additionally, the release of matrix metalloproteinases from inflammatory cells contributes to ECM degradation and release of angiogenic factors such as VEGF and FGF2 (70). This may explain why we in addition also see upregulation of immune related genes in the 2D cultures compared to the vascularized adipose spheroids. While RNA sequencing cannot distinguish cell-specific gene expression, we acknowledge endothelial cell functional heterogeneity and potential overlap with AT transcriptomics from other tissues (71). Future experiments should include single-cell sequencing to identify cell specific subtypes in both 2D cultures and vascularized adipose spheroids.

### 4.3 Insights into adipose physiology: enhanced thermogenesis in vascularized adipose spheroids

To showcase the versatility of our model, we induced thermogenesis with the non-specific β-adrenergic agonist ISO. The vascularized adipose spheroids displayed distinct transcriptional profiles associated with thermogenesis and adipose tissue-related pathways compared to 2D cultures, where mainly focal adhesion and ECM-receptor interaction were dominating (**Figures 4**, **5**). Interestingly, we observed increased expression of *Map3k* isoforms *5*, *9* and *8* in the vascularized adipose spheroids (**Figures 5C–E**). The MAPK cascades are major intracellular signaling pathways, regulating multiple cellular responses, including gene induction of i.e. *Ucp1* via p38, cell death and lipid homoeostasis (72). Although the involvement of MAP3K in controlling brown and beige adipocyte gene expression is less well understood (i.e., the role of isoform 8 and 9), MAP3K5 was recently identified as a regulator of brown and beige adipocyte function by being activated as part of the Protein kinase A-MAP3K5-p38 axis in response to cyclic AMP signaling, thus contributing to the induction of *Ucp1* gene expression (59). We speculate that the expression of *Map3k5* in our vascularized adipose spheroids, although not significant, might similarly contribute to the enhanced induction of thermogenesis compared to 2D cell cultures.

In addition, ISO markedly increased oxygen consumption in spheroids, but minimally affected 2D cultures (**Figures 6B, C**). The enhanced inducibility of thermogenesis in vascularized adipose spheroids may be attributed to increased expression of adrenergic β-receptor subclasses, particularly subclass 3 (**Figure 6D**), which is preferentially expressed in adipocytes (55) and involved in thermogenesis of brown and beige adipocytes (1). While ISO is a synthetic, non-selective inducer of thermogenesis and might activate other cell types in the SV microenvironment, future experiments should explore more specific inducers like the highly selective β3-adrenoreceptor agonist CL316,243 (73). Nonetheless, FGF21, a natural occurring adipokine, proven to increase BAT thermogenesis and induce browning of WAT (60, 74) increased UCP1 mRNA expression in vascularized adipose spheroids, but had no detectable effect in 2D cultures. These results highlight the versatility of the vascularized adipose spheroids in resembling physiological responses related to thermogenesis observed *in vivo*, emphasizing the potential of the spheroids for studying beige adipocyte activation and related metabolic pathways.

### 4.4 Advancing adipose tissue research: a novel, universal workflow for vascularized adipose spheroids

*In vitro* monolayer cultures lack the complexity observed in real-life tissues, and 2D cultures, while common, fail to replicate *in vivo* microenvironments and ECM interactions (75). Consequently, 3D cultures are crucial for engineering *in vivo* tissue microenvironments. The choice of 3D model depends on the research question, and the high versatility of these models often leads to unique setups for each question. This diversity makes it challenging to compare various 3D models, as they are rather customized than universal. Our easy-to-follow, universal workflow for the assembly of vascularized adipose spheroids from the iWAT depot serves as a novel, versatile 3D platform for studying adipose metabolism *in vitro*. Indeed, future experiments should include more replicates to obtain statistical significance of the gene expressions provided in this study. This especially applies to the OROBOROS experiment. Moreover, differences in oxygen consumption levels must be carefully interpreted as the SVF seeded in 2D cultures and the vascularized adipose spheroids was counted at the beginning of the experiment, but not the end, which may lead to differences in cell numbers between the two conditions which is unlikely, though, given that adipogenic differentiation leads to cell cycle arrest in 2D and spheroids.

## 5 Conclusion

We demonstrated that the vascularized adipose spheroids functionally and transcriptionally show superiority over 2D counterparts, as we obtained induction of vascular sprouts, enhanced expression of genes associated with adipogenesis and metabolism, and increased oxygen consumption. This suggests that the adipocytes within the spheroids are more mature, likely influenced by the 3D microenvironment that allow the adipocytes to be in contact with other cells from the SV microenvironment.

As tissue engineering evolves, we speculate that transplantation of our beige thermogenic vascularized spheroids could enhance *in vivo* thermogenesis, given their potential to develop vascular interconnections with surrounding tissue blood vessels (34). Although similar vascularized organotypic adipocyte setups from human sources (35) clearly showed a tight transcriptional and functional connection between vascular outgrowth (sprouting) and degree of adipogenesis, the degree of differentiation at the single adipocyte level could not be assessed in this study. Future work will therefore focus on the nature of (vasculature)-derived pro-adipogenic factors, metabolites and micro-vesicles and to, at the single adipocyte level, quantify the magnitude of adipogenic differentiation, lipid accumulation and adipokine secretion.

## Data availability statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE261267.

## Ethics statement

Mouse experiments were conducted with permission from the Danish Animal Experiments Inspectorate, reference number: 2023-15-0201-01544. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

JK: Conceptualization, Funding acquisition, Project administration, Supervision, Writing – review & editing. LD: Conceptualization, Formal analysis, Methodology, Project administration, Resources, Visualization, Writing – original draft, Writing – review & editing. CH: Conceptualization, Methodology, Writing – review & editing. VG: Data curation, Formal analysis, Visualization, Writing – review & editing. SL: Data curation, Formal analysis, Investigation, Writing – review & editing. SL: Conceptualization, Funding acquisition, Project administration, Resources, Writing – review & editing. MFE: Data curation, Formal analysis, Investigation, Writing – review & editing. NS: Methodology, Writing – review & editing. HT: Supervision, Writing – review & editing.

# Supplementary material for: Mouse vascularized adipose spheroids: an organotypic model for thermogenic adipocytes
**Source:** Front Endocrinol (Lausanne). 2024 Jun 25;15:1396965. doi: 10.3389/fendo.2024.1396965
**Supplement:** Supplementary Table 1 — Contains sequences for quantitative RT-PCR (qPCR) primers used in this study.

| *Gene* | *Forward* | *Reverse* |
| --- | --- | --- |
| *Gtf2b* | GTGGGATCTGAATGGAGAACTT | CCTGTACCCTTGCCAATCAT |
| *Adipoq* | ACTTGTGCAGGTTGGATGGC | CCCTTCAGCTCCTGTCATTCC |
| *Fabp4* | AGGCCTGGCCTTTGACTTAGA | TGAGGCAGTTTGACCATTTTATTCT |
| *Cdh5* | TGAATCGCTGCCCCACTATG | GTGTTAGCATCGACCCCGAA |
| *Rbp7* | GGAATCTTCTCAGCAGCGAC | GATGGTGAAGGAGTCCCCATT |
| *Ucp1* | ACACTTTGGAAAGGGACGAC | GCAAAACCCGGCAACAAGAG |

***S.Table 1.*** *Primer sequences for qPCR.*

How the deposited data were processed for this re-analysis (not part of the article)

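RNA was measured in 12 libraries of mouse iWAT stromal vascular cells, 3 each of 2D cultures and vascularized adipose spheroids, unstimulated or stimulated with ISO. The authors aligned the reads to mm39 with STAR 2.7.9a, kept those with a mapping quality of at least 30, marked duplicates and kept them. They counted read pairs on exons without regard to strand with featureCounts 2.0.3. The deposited values of each library are these raw integer counts for 56953 genes. The paper names GENCODE vM33, whereas the headers over the counts name release 32. Gene names and coordinates were taken from GENCODE release 39 by gene ID, which names 56310 of the genes; 304 share a symbol with another gene and were kept apart by ID. A combined table of counts was not used here: of its 12 column names, 3 stand over the counts of their own library, 5 over those of another library and 4 over none of the 12. Each library was taken instead under its own record, and its counts divided by the normalized counts of the paper's Supplementary Table 2 for the same name gave one size factor per library.

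Libraries held 11919810 to 59222194 counted pairs, with a count for 20531 to 23667 genes. The 10 most abundant genes took 8.25 to 12.2% of the counts and mitochondrial genes 1.21 to 3.50%. A group with raw counts of at most 3 for a gene in all its libraries is at the floor, and the fold change is then given as a lower bound, with 3 counts in place of the group's.

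Genes with a total count of at least 10 were kept (23953; 33000 were removed). Differences were tested in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1), with TMM normalization and a quasi-likelihood fit to all 12 libraries in 4 groups (common dispersion 0.0353). The comparisons were spheroids against 2D cultures without and with ISO, ISO against no ISO in each format, and the interaction of ISO and format. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5, the thresholds of the paper. The fold change was applied here as a filter after a test against no change. Mean normalized counts ± SD use the median-of-ratios size factors of DESeq2 1.42.0, the authors' method. Exact Mann-Whitney tests with 3 libraries on each side cannot give a p under 0.1. Single genes reported are those whose RNA values the paper names or shows, apart from one that is not reported here, and genes taken by a rule, some of which the paper names too. By this rule the 5 largest called rises and falls with ISO in each format and of the interaction were taken, among protein coding genes with a mean normalized count of at least 50 in at least 1 group and no overlap between the libraries compared.

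The 22 gene lists (OXPHOS subunits, TCA cycle, fatty acid oxidation, fatty acid and triglyceride synthesis, glycolysis, adipocyte, thermogenic, cyclic AMP early response, endothelial, macrophage, adipose progenitor and fibroblast, pericyte and smooth muscle, fibrillar and matrix ECM, basement membrane ECM, cytokines and receptors, MAPK signaling, hypoxia response, cell cycle, interferon response, lymphoid, skeletal muscle and mitochondrially encoded genes) were tested with camera at a preset correlation between genes of 0.01, adjusted over the lists, using the genes of each list that passed the filter. Over-representation used the Reactome sets of fgsea 1.28.0 with 10 to 500 genes. Principal components used the 500 most variable genes after the variance-stabilizing transformation of DESeq2, and clusters the genes called in any comparison of 2 groups (k-means, 6 clusters, 25 starts, seed 1). Plots were drawn in Python 3.11.15 with matplotlib 3.10.9, and tables with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

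Whether libraries with one replicate number belong together was checked on log2 CPM (prior count 2) of 12218 genes with a mean count of at least 50, as the correlation of their deviations from the group means. The replicate numbers are those of the sample records. The correlation was 0.55, 0.45 and 0.65 between 2D cultures without and with ISO, all over 0.1, and 0.0096, 0.25 and 0.41 between spheroids. The 2D libraries therefore count as pairs, and for ISO in 2D cultures the value with the replicate number as a block is printed where it changes a call.

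The alternatives were DESeq2's size factors or library size only in place of TMM, DESeq2's Wald test, glmTreat and DESeq2's test against a fold change of 1.5, filterByExpr or no low-count filter, the replicate number as a block, all libraries thinned to 11917117 to 11921930 counts, only the 6 libraries compared, and leaving out each library in turn. For lists they were the estimated correlation between genes and fry. For components they were all genes or log2 CPM, and for clusters Ward.D2. The replicate block within each format, and fry and the estimated correlation with the replicate block for ISO in 2D cultures, were added after seeing the data. The workflow was tested on simulated data: edgeR recovered 176 of 200 changed genes with 15 false among 191 calls, and called 1 of 23020 genes in an unchanged comparison. camera found 1 of 1 raised list and 0 of 10 unchanged lists. The simulated genes were drawn independently of each other, so this does not test camera on lists whose genes are correlated.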

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

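Of the tests in this part, those of other splits of the libraries and of the shared control libraries were set beforehand, and those of GC content and of the shares of adipocytes and macrophages were chosen only after the result was seen.

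Several lists with little or no discussion in the paper differed between unstimulated spheroids and 2D cultures. The paper names or shows single genes of them, such as Ifi205, Col14a1 and Acta2, its figures show enriched hypoxia and cell cycle sets, and its Discussion expects a cell cycle arrest in both formats. Adipose progenitor and fibroblast markers had a median log2 fold change of -3.35 (camera adjusted p = 4.59e-40; 20 of 20 genes called, 20 adjusted over the list alone), pericyte and smooth muscle markers -2.82 (camera adjusted p = 6.9e-05; 13 of 15 genes called, 13 adjusted over the list alone), cell cycle genes -2.01 (camera adjusted p = 1.85e-25; 25 of 25 genes called, 25 adjusted over the list alone), interferon response genes -2.92 (camera adjusted p = 4.99e-17; 24 of 25 genes called, 24 adjusted over the list alone) and hypoxia response genes 1.91 (camera adjusted p = 4.5e-12; 17 of 20 genes called, 17 adjusted over the list alone). Of the progenitor markers 7 of 20 are also in another list, and none of the genes of the other 4 lists are. The most abundant genes of the lists, the first 2 for pericyte and interferon response genes, had these mean normalized counts in 2D cultures and spheroids: Fbn1 95965 and 5803, Mcam 707 and 1553, Acta2 1860.1 and 16.2, Mki67 2229 and 302, Ifi27 3362 and 5466, Ifi204 5593 and 747 and Ero1a 3157 and 23409. The Reactome sets for interferon signaling (51 of 108 genes, adjusted p = 6.35e-05) and the cell cycle (154 of 476, adjusted p = 0.0141) were over-represented among the genes called lower, the latter not with the genes called by DESeq2's test against a fold change of 1.5 (adjusted p = 0.388). With the trend of fold changes over GC content removed, the medians were -3.18, -3.14, -2.24, -3.06 and 1.89 in the same order, which argues against GC content as the source. A higher share of adipocytes in spheroids would lower the markers of every other cell type alike. The macrophage markers, with a median of 0.21, stayed above the endothelial markers in each spheroid library, by 2.40 to 3.81 on the log2 scale (SD 0.711), which argues against this share as the whole source for the progenitor, pericyte and endothelial markers. A lower share of macrophages as the source of the fall in interferon response genes is argued against by a gap of 3.25 to 4.08 between both lists (SD 0.415). Lower shares of progenitors, pericytes and dividing cells, lower expression within cells, and the culture time, medium and matrix that differ together with the format stay open as untested.

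The effect of ISO differed between spheroids and 2D cultures by a test of the interaction, with 1717 genes called (1656 with the larger change in spheroids, 61 in 2D cultures). Among the 30 splits of the libraries within the formats that were drawn, the real one included, 5 called as many genes. The other 4 called 1892, 2307, 2562 and 2750 genes. They differ from the real split only in mixing stimulated and unstimulated 2D libraries, and keep the stimulated and unstimulated spheroid libraries apart, so that the whole response of spheroids stays in them. The 25 splits that mix the spheroid libraries called 0 to 7 genes (477 to 1436 at an unadjusted p under 0.05). Since 1 in 10 of all splits keeps the spheroid libraries apart by design, chance in how the libraries fell into groups cannot be told apart from an effect of the condition by the count of splits. With the trend over GC content removed, 87.3% of the called genes stayed past the fold change threshold, which argues against GC content as the source. The medians of the interaction over lists were -0.52 for OXPHOS, -0.61 for TCA, -0.72 (camera adjusted p = 5.65e-18; 13 of 23 genes called, 14 adjusted over the list alone) for fatty acid oxidation, -0.80 (camera adjusted p = 1.26e-13; 12 of 19 genes called, 14 adjusted over the list alone) for fatty acid and triglyceride synthesis, 1.89 for cyclic AMP early response, 1.16 (camera adjusted p = 4.33e-10; 10 of 20 genes called, 12 adjusted over the list alone) for endothelial markers, 0.42 (camera adjusted p = 2.48e-05; 3 of 20 genes called, 5 adjusted over the list alone) for progenitor and fibroblast markers, 0.70 (camera adjusted p = 0.0244; 4 of 15 genes called, 4 adjusted over the list alone) for pericyte and smooth muscle markers, 1.61 (camera adjusted p = 8.69e-24; 18 of 47 genes called, 26 adjusted over the list alone) for cytokines and receptors and 0.26 for MAPK signaling. With genes at the count floor left out they were 0.37 for progenitor, 0.97 for pericyte, 1.40 for cytokine and 0.26 for MAPK genes. The pericyte list was past the threshold neither without 3D replicate 1 (0.43) nor without 2D replicate 3 (0.65), and was 0.43 without 3D_ISO replicate 3. Without 3D_ISO replicate 2 the progenitor list was 0.27, without 3D replicate 2 it was 0.66, and without 3D_ISO replicate 1 the MAPK list was 0.11.

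Single genes with a called interaction were Jun (2.63), Thbs2 (1.83), Cd44 (1.79), Map3k8 (1.77), Flt1 (1.24), Aco1 (-0.88) and Insr (-0.73), and among those that the paper does not show for ISO, Hspa1a (6.05, adjusted p = 1.37e-05), Cxcl1 (5.68, adjusted p = 1.79e-05), Ccl3 (5.42, adjusted p = 8.54e-06), Apoc3 (-2.94, adjusted p = 0.00237), Ntsr2 (-2.35, adjusted p = 0.00427), 2010003K11Rik (-2.14, adjusted p = 0.000527), Myrip (-2.13, adjusted p = 0.000424) and Kcnk3 (-2.12, adjusted p = 1.23e-05). Hspa1a has a closely similar copy, Hspa1b, and Cxcl1 has related genes, Cxcl2 and Cxcl3. The sequence that these genes share was not measured, so how many of their reads passed the filter on mapping quality is uncertain. Antisense genes overlap 19.0% of the exon length of Hspa1a and 34.7% of that of Ccl3, and counting was unstranded. Ccl3 had at most 4 raw counts in any stimulated 2D library, just over the floor of 3, so the size of its interaction is uncertain. Ntsr2 was not called in DESeq2's test against a fold change of 1.5 (-2.37), with thinned libraries (-2.02) or without 2D_ISO replicate 1 (-1.90). Serpinb2, Ch25h and Rerg, also among the largest rises, were at the count floor in unstimulated spheroids and get no value. No biological explanation for these genes was tested beyond the format itself.

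With ISO in spheroids, OXPHOS genes had a median log2 fold change of -0.54, TCA genes -0.62, fatty acid oxidation genes -0.83, fatty acid and triglyceride synthesis genes -1.01 and adipocyte markers -0.98 (camera adjusted p = 5.49e-17; 15 of 20 genes called, 15 adjusted over the list alone). Endothelial markers rose by 1.10 (camera adjusted p = 1.78e-07; 12 of 20 genes called, 14 adjusted over the list alone) and progenitor and fibroblast markers by 0.51 (camera adjusted p = 8.4e-05; 6 of 20 genes called, 6 adjusted over the list alone), or 0.46 with genes at the floor set to their bound and 0.23 without 3D_ISO replicate 2. Most genes of these lists are outside those that the paper shows for ISO. With the trend over GC content removed, the medians were -0.47 for OXPHOS and -0.61 for TCA, which argues against GC content as the source of these falls. If no other cells expressed their markers, a lower share of adipocytes in stimulated spheroids would lower these alike. Their interquartile range would then be near the 0.216 that the standard errors give. The observed range was 0.575. Expression of the markers in other cells was not measured and could widen the range too, so the range cannot decide whether a lower share of adipocytes is the source of the fall. For the rise of endothelial and progenitor markers such a share cannot be told apart from other sources, since the rise of endothelial markers was above that of macrophage markers by 0.192 in one stimulated library and 1.45 in another (SD 0.641). Mean normalized counts without and with ISO in spheroids were, for abundant genes, Fabp4 188259 and 187759, Lpl 132395 and 116073, Cdh5 465 and 1018, Pecam1 638 and 1371, Fbn1 5803 and 5534 and Lyz2 26875 and 41276. Of the adipocyte markers 2 of 20 are in another list. A response of each cell type to ISO stays open as untested.

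The change with ISO in spheroids pointed on average towards the 2D profile. Across the 7733 genes called between the formats, the slope of the change with ISO on the difference between spheroids and 2D cultures was -0.26, with 79.04% of genes moving towards 2D, when 1 spheroid library was used for the difference and the others for the change with ISO (-0.27, -0.26 and -0.26 for replicates 1, 2 and 3). In simulated groups without a change, split in the same way, it was -0.00508 to 0.00573, which argues against the shared control libraries as the source. The change of 2D cultures with ISO had slopes of -0.02 to 0.00 along the same difference. These values are consistent with a partial return of spheroids towards the 2D profile under ISO, a hypothesis that rests on the same libraries.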

How the results depend on the processing

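All alternatives were set before the data were examined, apart from the replicate number as a block within each format and, for lists with ISO in 2D cultures, fry and the estimated correlation with the replicate block, which were chosen after seeing the data.

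Of the results for single genes, 93 kept their direction and their side of the threshold under every alternative tried. The other 34 became weaker (19), stronger (8) or reversed (7) under at least 1 alternative. Of 96 called results 77 were called under every alternative and 0 reversed; of 31 that were not called, 8 were called under at least 1 alternative. By setting, 15 were weaker in edgeR's glmTreat and 16 in DESeq2's test against a fold change of 1.5, both of which set a stricter threshold by construction. DESeq2's Wald test made 4 stronger, DESeq2's size factors 1, library size only 2 and the replicate block 5. filterByExpr changed 2, no low-count filter 4, thinning to one depth 5, fits to only the 6 libraries compared 8, the block within each format 8 and leaving out one library 22. The cause was not tested.

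The numbers of genes called moved by a larger ratio in tests against a fold change of 1.5 than with normalization or filtering. DESeq2's test against a fold change of 1.5 called 4098 genes between spheroids and 2D cultures against 7733, 66 with ISO in 2D cultures against 200 (59 of them shared), 958 with ISO in spheroids against 4124, 2895 between the formats under ISO against 6437 and 276 for the interaction against 1717. glmTreat called 52 with ISO in 2D cultures, 1438 with ISO in spheroids, 3957 under ISO and 385 for the interaction. These tests ask for a fold change over 1.5 beyond the error, which lowers the numbers by construction. For ISO in 2D cultures the number was also 312 with DESeq2's Wald test and 386 with no low-count filter, and the cause was not tested. With the replicate number as a block within each format, chosen after seeing the data, it was 471 with ISO in 2D cultures and 2589 for the interaction. The replicate block across all libraries gave 300 for ISO in 2D cultures and changed no call for ISO in 2D cultures among the genes and lists given here other than those of Cxcl14 and of the cytokine list. Leaving out each library in turn gave 117 to 264 genes for ISO in 2D cultures, the fewest without 2D_ISO replicate 1 and the most without 2D_ISO replicate 3. In the same fits 6883 to 7505 genes were called between the formats, 3360 to 4409 with ISO in spheroids, 5690 to 6305 under ISO and 1184 to 2116 for the interaction. Of the interaction genes 62.4% were higher, against 51.8% with filterByExpr, 51.5% with no filter, 52.9% with thinned libraries, 68.1% with library size only, 90.6% with glmTreat, 92.0% with DESeq2's test against a fold change of 1.5 and 54.9 to 69.3% with each library left out.

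The share of variance of the first component in the 6 unstimulated libraries was 78.5% over all genes kept and 95.0% on log2 CPM, against 97.4%, and 97.2 to 98.3% with each library left out. In the 12 libraries it was 58.7% and 77.9%, against 81.1%, and 79.6 to 85.4% with each library left out; that of the second component, 14.8%, was 10.6 to 16.4% in the latter fits. The cause was not tested. Of the paper's 6 clusters, 3 had all 3 genes of Figure 5 in 1 cluster here, 5 with the genes called by DESeq2's test against a fold change of 1.5 and 4 with Ward.D2 clustering. The slope of the change with ISO along the difference between the formats was -0.26, -0.21 over all genes tested and -0.29 with all libraries on both sides, which share their controls by construction. The correlation of the changes with ISO was 0.422, and 0.884 over the genes called in both formats.

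Lists past the threshold for ISO in 2D cultures numbered 7 of 22 in camera, 0 with the estimated correlation between genes (6 at an unadjusted p under 0.05) and 0 in fry (6). With the replicate block they numbered 0 with the estimated correlation (5) and 1 in fry (6). With the estimated correlation they numbered 4 against 13 for ISO in spheroids and 3 against 15 for the interaction. Of 57 results for single lists, which are all lists between the formats and those past camera in the other comparisons, 24 were unchanged under every alternative; 28 were weaker with the estimated correlation, 15 weaker and 2 stronger in fry, 0 changed with library size only and 0 with the replicate block, and 10 changed with one library left out. Of the 31 other results, which did not pass camera, 2 passed with the replicate block (cytokines with ISO in 2D cultures and the interaction of macrophage markers) and 14 with one library left out. The cause was not tested.

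Among results that reversed with one library left out, the median of macrophage markers between the formats was -0.19 to 0.55 (against 0.21; below 0 without 3D replicate 2, -0.040, and 2D replicate 3), of skeletal muscle markers -0.64 to 0.33 (against -0.42; above 0 without 2D replicate 1, 0.31, 2D replicate 2 or 3D replicate 2, 0.097) and that of the list Mitochondrially encoded, 3D vs 2D, -0.23 to 0.083 (against 0.021; below 0 without 3D replicate 1, 2D replicate 1, -0.076, or 2D replicate 2, -0.050). With ISO in 2D cultures the thermogenic markers were at -0.043 to 0.44 (against 0.096; lowest without 2D replicate 3) and the hypoxia response genes at -0.00208 to 0.14 (against 0.049; lowest without 2D_ISO replicate 2), and with ISO in spheroids the fibrillar matrix genes at -0.014 to 0.45 (against 0.23; lowest without 3D replicate 1). Genes that reversed between the formats were Lyz2 (-0.24 to 0.56; below 0 without 2D replicate 3 and 3D replicate 2) and Lep (-0.18 to 3.35; below 0 without 3D replicate 2). Vcam1, ISO in 3D, was at -0.17 to 0.26 (below 0 without 3D_ISO replicate 1, -0.098, 3D_ISO replicate 2 or 3D replicate 3, -0.023), -0.0093 with filterByExpr, -0.038 with no low-count filter and -0.16 with thinned libraries. Col4a1, ISO in 2D, was at -0.089 to 0.082 (below 0 without 2D_ISO replicate 1, -0.038, 2D_ISO replicate 2, -0.0075, or 2D replicate 3), Bmp8a, ISO in 2D, at -0.20 to 0.15 (below 0 without 2D replicate 1, -0.080, or 2D_ISO replicate 3), Fgf23, ISO in 2D, at -0.32 to 1.45 (below 0 without 2D_ISO replicate 2 or 2D replicate 3) and Flt1, ISO in 2D, at -0.24 to 0.079 (above 0 without 2D replicate 2). Bmp8a was also at -0.0030 with the replicate block within each format, chosen after seeing the data, and -0.00611 with thinned libraries. None of these results passed the threshold, except the thermogenic, hypoxia and fibrillar lists in camera. Of the mean normalized counts, 209 moved by no more than the SD under either alternative, 3 moved by more than the SD with library size only and 0 with TMM, and of 26 results for single Reactome sets 1 changed. The cause was not tested. Fold changes of genes at the count floor are limited by depth to lower bounds, and with 3 libraries per group no exact Mann-Whitney test can pass 0.05.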

Differences from the paper's values

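Both values are on one scale in each comparison but the first. The paper's text gives 23.945 genes, read with the point as a separator, regulated between 2D cultures and spheroids. Here 7733 of 23953 genes tested were called, and none of the alternatives set before the data were examined came near the paper's number. Fig. 2B of the paper gives the same number as the total of the genes plotted, those not regulated included. It is close to the number of genes tested here. A total that includes genes not regulated is no count of called genes, so its gap to 7733 is no difference in calls. Numbers of genes were taken as alike when the larger is at most 1.5 times the smaller. The paper's supplementary table lists 4097 genes for this comparison against 7733 here. With DESeq2's test against a fold change of 1.5 the number here was 4098. With glmTreat it was 5367, larger than the paper's but within 1.5 times of it, and with the other alternatives set before the data were examined it was not within 1.5 times. For ISO in 2D cultures the paper's table lists 66 genes against 200 here, and 59 of the paper's 66 genes were among the 200. The number was 66 with DESeq2's test against a fold change of 1.5 and 52 with glmTreat, both within 1.5 times of the paper's number where the other alternatives are not. DESeq2's test against a fold change of 1.5 came nearest in both comparisons, with 4098 against 4097 and 66 against 66. This points to the test used as the source of the larger numbers here, 7733 and 200.

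Fig. 3 of the paper marks all its genes with the sign that its legend gives for p = 0.1. For 5 of 20 genes the exact Mann-Whitney p between 2D cultures and spheroids is larger here: Adgre1 0.7, Itgax 0.7, Lyz2 1, Lep 0.4 and Lama4 0.4, each against the paper's 0.1. No alternative was set for this test. The mean of Col6a3 in 2D cultures is about 280000 normalized counts in Fig. 3E of the paper, read by eye, against 69136 here, and 70256 with TMM-normalized counts and 68062 with library size only; none of the alternatives set before the data were examined closed the gap. Of the 3 points plotted for it, also read by eye, 1 lies near the 66147 to 71908 of the libraries here. The other 2 lie above, near the values of 2 of the 2D libraries for Col1a1 (359861 and 411669). Of 25 log2 fold changes from the paper's supplementary table 0 differ, and of 39 means read from Fig. 3, with the values here known at the time of reading, 1 does.

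The paper states that Lama4 was higher in 2D cultures, and that Lep, Itgax, Lyz2 and Cd14 were higher in spheroids and Adgre1 in 2D cultures. Here none of these passed the threshold (log2 fold changes -0.22, 1.53, 1.29, 0.24, 1.21 and -0.67 in this order); Cd14 was called with DESeq2's Wald test and in a fit to only the 6 unstimulated libraries, and the others under no setting. The paper itself finds no clear difference in macrophage markers as a group. The paper describes Fasn as unchanged with ISO in 2D cultures, where it was called here (-0.90). Fasn was not called in either test against a fold change of 1.5, nor without 2D replicate 1 (-0.75), 2D replicate 2 (-0.88), 2D_ISO replicate 2 (-0.87) or 2D_ISO replicate 3 (-0.83). The paper describes clusters C1, C2, C3 and C6 as mainly independent of ISO. Of the genes it shows for them, Thbs2 (1.99) and Bmp8a (0.83) were called with ISO in spheroids here, as were Aqp7 (-1.23), Aco1 (-1.10), Insr (-0.95) and Fasn (-1.71), whose decrease in spheroids the paper itself describes, and Cd44 (2.26) and Cxcl14 (2.71), whose response to ISO it describes too. Bmp8a was not called in the tests against a fold change of 1.5, in a fit to only the 6 spheroid libraries, or without 3D replicate 3 (0.74), 3D_ISO replicate 1 (0.84) or 3D_ISO replicate 3 (0.73); the others were called under all settings. The paper names oxidative phosphorylation and the TCA cycle among pathways upregulated after adrenergic stimulation of spheroids. Their lists here had medians of -0.54 and -0.62 with ISO in spheroids, below 0 under all settings, and past the threshold under all but the estimated correlation between genes. The first list leaves out the 13 mitochondrially encoded genes, whose median of 0.53 did not pass (camera adjusted p = 0.304).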

Other observations

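Of the tests in this part, those of other splits, depth, spread between replicates and exon length were set beforehand, and those of a swapped label, a weakly responding library, the share of endothelial cells and GC content were chosen only after the result was seen.

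The 6 libraries of each comparison can be split into groups of 3 in 10 ways. As many genes as in the real split were called in 1 of the 10 splits between spheroids and 2D cultures, 1 of the 10 for ISO in 2D cultures, 1 of the 10 for ISO in spheroids and 1 of the 10 under ISO, each time the real split alone. The most in any other split were 0, 5, 11 and 0 genes, and the most at an unadjusted p under 0.05 were 702, 1771, 2254 and 1232. With 10 splits the share cannot fall under 0.1, so chance in how the libraries fell into groups cannot be told apart from an effect of the condition by this count. For ISO in 2D cultures, whose replicate numbers pair the libraries, 4 splits part all 3 pairs; the other ones of these called 0 genes, with at most 726 at an unadjusted p under 0.05.

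Fewer genes were called with ISO in 2D cultures than in spheroids. With all libraries thinned to the depth of the smallest, 191 were called in 2D cultures and 3932 in spheroids, which argues against a lower depth. The spread between replicates was smaller in 2D cultures (median SD of log2 CPM 0.130 without and 0.145 with ISO, against 0.216 and 0.175 in spheroids), and the median absolute change with ISO was 0.114, which argues against a larger spread in 2D cultures. A swapped label among the 2D libraries would let another split call more genes, but the most was 5. One weakly responding 2D library would mask a larger response, but leaving out one library gave at most 264 genes, without 2D_ISO replicate 3. The response itself was smaller in 2D cultures by the test of the interaction, with the larger change in spheroids for 1656 of 1717 called genes. What made it smaller stays open, since the culture time and medium differ with the format and were not tested.

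All 20 endothelial markers fell in spheroids. If no other cells expressed these markers, a lower share of endothelial cells would lower them alike. Their interquartile range would then be near the 0.345 that the standard errors give. The observed range was 0.939. Expression of the markers in other cells was not measured and could widen the range under a lower share too, so the range cannot decide. A lower share of endothelial cells, changed expression within them, or both stay open as untested. Fold changes between the formats fell with exon length, from a median of 0.22 in the shortest to -0.28 in the longest of 10 bins, and rose with GC content, from -0.41 to 0.33. With these trends removed, 92.6% and 88.1% of the called genes stayed past the fold change threshold, which argues against either as the source of the calls as a whole.

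Some lists belong at no claim, apart from the mitochondrially encoded genes, which are set beside OXPHOS above. Between spheroids and 2D cultures MAPK signaling genes had a median log2 fold change of 0.14 (camera adjusted p = 0.138; 14 called, 16 adjusted over the list alone), cyclic AMP early response genes -0.11 (camera adjusted p = 0.914; 12 called, 13 adjusted over the list alone), lymphoid markers 1.43 (camera adjusted p = 0.49; 2 called, 2 adjusted over the list alone), skeletal muscle markers -0.42 (camera adjusted p = 0.996; 1 called, 0 adjusted over the list alone) and mitochondrially encoded genes 0.021 (camera adjusted p = 0.914; 0 called, 0 adjusted over the list alone). The MAPK and lymphoid lists passed in fry (adjusted p = 0.000322 and 0.00162). Lymphoid markers were at 0.77 and skeletal muscle markers at 0.00 with genes at the count floor set to their bound. Skeletal muscle markers and mitochondrially encoded genes changed sign with single libraries left out, for the former at 0.33 without 2D replicate 2 and for the latter at -0.23 without 3D replicate 1.

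With ISO in spheroids glycolysis genes had a median of -0.34 (camera adjusted p = 0.00514; 2 called, 2 adjusted over the list alone) (-0.25 and no longer past the threshold without 3D_ISO replicate 1), skeletal muscle markers 1.74 (camera adjusted p = 0.031; 2 called, 2 adjusted over the list alone), macrophage markers 0.27 (camera adjusted p = 0.716; 0 called, 0 adjusted over the list alone), pericyte markers 0.79 (camera adjusted p = 0.571; 8 called, 8 adjusted over the list alone), hypoxia response genes 0.19 (camera adjusted p = 0.223; 6 called, 6 adjusted over the list alone), cell cycle genes 0.18 (camera adjusted p = 0.113; 2 called, 2 adjusted over the list alone), interferon response genes -0.43 (camera adjusted p = 0.952; 9 called, 13 adjusted over the list alone), lymphoid markers 0.25 (camera adjusted p = 0.95; 2 called, 2 adjusted over the list alone) and mitochondrially encoded genes 0.53 (camera adjusted p = 0.304; 2 called, 2 adjusted over the list alone). The skeletal muscle list was at 1.69 with genes at the floor set to their bound, and was not past the threshold without 3D_ISO replicate 1 (1.42), 3D replicate 2 (1.25) or 3D_ISO replicate 3 (1.36). Hypoxia response genes passed camera without 3D_ISO replicate 1 (0.26), cell cycle genes without 3D replicate 2 (0.24) or 3D_ISO replicate 3 (0.29) and mitochondrially encoded genes without 3D replicate 1 (0.78).

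With ISO in 2D cultures adipocyte markers had a median of -0.43 (camera adjusted p = 1.8e-18; 7 called, 8 adjusted over the list alone), interferon response genes -0.89 (camera adjusted p = 3.09e-18; 3 called, 13 adjusted over the list alone), pericyte markers -0.40 (camera adjusted p = 0.00145; 1 called, 1 adjusted over the list alone) and hypoxia response genes 0.049 (camera adjusted p = 0.00102; 1 called, 2 adjusted over the list alone), which passed camera but neither fry nor the test with the estimated correlation. With the replicate number as a block, a choice made after seeing the data for this test, pericyte markers passed fry (adjusted p = 0.00138). Hypoxia response genes did not pass without 2D_ISO replicate 2 (-0.00208). Those that did not pass camera were glycolysis (0.085), endothelial (-0.068), macrophage (-0.17), progenitor (-0.036), cell cycle (0.0027), lymphoid (0.092), skeletal muscle (-0.20) and mitochondrially encoded genes (-0.057). Lymphoid markers were at 0.00 with genes at the count floor left out or set to their bound. With single libraries left out, glycolysis genes passed camera without 2D_ISO replicate 3 (0.17), endothelial markers without 2D_ISO replicate 2 (-0.22), and macrophage markers, at -0.60 to 0.22, without 2D_ISO replicate 1 (-0.53), 2D_ISO replicate 2 (-0.41) or 2D replicate 3 (-0.60). The interaction of the remaining lists had medians of -0.44 for glycolysis, -0.44 for adipocyte, 0.39 for macrophage, 0.28 for fibrillar matrix, 0.12 for basement membrane, 0.10 for hypoxia, 0.19 for cell cycle, 0.72 for interferon, -0.27 for lymphoid, 1.89 for skeletal muscle and 0.57 for mitochondrially encoded genes. Those of glycolysis, adipocyte, fibrillar matrix, interferon and skeletal muscle genes passed camera (adjusted p = 0.000269, 3.23e-06, 0.00105, 0.000207 and 0.00328), but neither fry (adjusted p of 0.1 to 0.185) nor the test with the estimated correlation, and the others did not pass camera. That of lymphoid markers was 0.41 with the 4 of 7 genes at the count floor left out. That of macrophage markers passed camera with the replicate block (adjusted p = 0.0404 against 0.259) and without 2D_ISO replicate 1 (0.78) or 2D replicate 3 (0.80), that of the basement membrane list without 3D replicate 2 (0.35), that of cell cycle genes without 3D replicate 2 (0.25) or 3D_ISO replicate 3 (0.26) and that of mitochondrially encoded genes without 3D replicate 1 (0.69), and that of the fibrillar matrix list did not pass without 3D_ISO replicate 2 (0.11).

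By the rule for named genes, the largest rises with ISO in 2D cultures were Cxcl3 (5.21, adjusted p = 0.00218), Cytip (4.94, adjusted p = 0.0227), Rgs1 (4.90, adjusted p = 0.0304), Cd14 (4.21, adjusted p = 0.0148) and Ucp1, and the largest falls Ccl3 (-4.64, adjusted p = 1.09e-05), Cd300lb (-3.88, adjusted p = 0.00118), Adrb3, Ffar2 (-3.63, adjusted p = 0.00403) and 1700003F12Rik, at least 2.35-fold lower since it was at the floor with ISO (3.64-fold without 2D_ISO replicate 2). In each the libraries of the groups did not overlap. 1700003F12Rik was not called in the tests against a fold change of 1.5, with thinned libraries, in a fit to only the 6 libraries, or without 2D replicate 2, 2D_ISO replicate 1 or 2D_ISO replicate 3. Cytip and Rgs1 were not called in glmTreat, nor Cytip and Cd14 in a fit to only the 6 libraries. Cytip, Rgs1 and Cd14 were called with single libraries left out only without 2D_ISO replicate 3 (5.41, 5.31 and 4.63). With ISO in spheroids the largest rises were Cxcl2 (9.34, adjusted p = 8.6e-05), Areg (7.74, adjusted p = 1.55e-05), and, from the floor, Serpinb2 (at least 99.9-fold higher), Neu2 (at least 29.5-fold higher) and Epx (at least 10.5-fold higher, 5.93-fold without 3D_ISO replicate 2). The largest falls were Hrk (-3.25, adjusted p = 0.00126), Adrb3, Themis2 (-2.98, adjusted p = 0.0423), Adora1 (-2.68, adjusted p = 0.000167) and Apoc3 (-2.66, adjusted p = 7.37e-07). Themis2 was not called in the tests against a fold change of 1.5 or with no low-count filter. It was called with single libraries left out only without 3D replicate 3 (-3.25), and Hrk was at -5.15 without 3D_ISO replicate 1. Cxcl2 and Cxcl3 are related genes, and the sequence they share was not measured, so how many of their reads passed the filter on mapping quality is uncertain. Counting was unstranded, and other genes overlap 34.7% of the exon length of Ccl3, 20.1% of Adora1, 11.7% of Serpinb2, 4.75% of Neu2 and 7.27% of 1700003F12Rik. Areg had at most 4 raw counts in any unstimulated spheroid library, and Cxcl3 at most 5 in any unstimulated 2D library. Ccl3 had at most 4 in any stimulated 2D library. These are just over the floor of 3, so the sizes of these fold changes are uncertain.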
